# SETD2 deficiency promotes renal fibrosis through the TGF‐β/Smad signalling pathway in the absence of VHL

**DOI:** 10.1002/ctm2.1468

**Published:** 2023-11-07

**Authors:** Changwei Liu, Li Ni, Xiaoxue Li, Hanyu Rao, Wenxin Feng, Yiwen Zhu, Wei Zhang, Chunxiao Ma, Yue Xu, Liming Gui, Ziyi Wang, Rebiguli Aji, Jin Xu, Wei‐Qiang Gao, Li Li

**Keywords:** epigenetic regulation, renal fibrosis, SET domain‐containing 2 (SETD2), transforming growth factor‐β (TGF‐β)/Smad signalling pathway

## Abstract

**Background:**

Renal fibrosis is the final development pathway and the most common pathological manifestation of chronic kidney disease. Epigenetic alteration is a significant intrinsic factor contributing to the development of renal fibrosis. SET domain‐containing 2 (SETD2) is the sole histone H3K36 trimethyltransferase, catalysing H3K36 trimethylation. There is evidence that SETD2‐mediated epigenetic alterations are implicated in many diseases. However, it is unclear what role SETD2 plays in the development of renal fibrosis.

**Methods:**

Kidney tissues from mice as well as HK2 cells were used as research subjects. Clinical databases of patients with renal fibrosis were analysed to investigate whether SETD2 expression is reduced in the occurrence of renal fibrosis. SETD2 and Von Hippel–Lindau (VHL) double‐knockout mice were used to further investigate the role of SETD2 in renal fibrosis. Renal tubular epithelial cells isolated from mice were used for RNA sequencing and chromatin immunoprecipitation sequencing to search for molecular signalling pathways and key molecules leading to renal fibrosis in mice. Molecular and cell biology experiments were conducted to analyse and validate the role of SETD2 in the development of renal fibrosis. Finally, rescue experiments were performed to determine the molecular mechanism of SETD2 deficiency in the development of renal fibrosis.

**Results:**

SETD2 deficiency leads to severe renal fibrosis in VHL‐deficient mice. Mechanically, SETD2 maintains the transcriptional level of Smad7, a negative feedback factor of the transforming growth factor‐β (TGF‐β)/Smad signalling pathway, thereby preventing the activation of the TGF‐β/Smad signalling pathway. Deletion of SETD2 leads to reduced Smad7 expression, which results in activation of the TGF‐β/Smad signalling pathway and ultimately renal fibrosis in the absence of VHL.

**Conclusions:**

Our findings reveal the role of SETD2‐mediated H3K36me3 of Smad7 in regulating the TGF‐β/Smad signalling pathway in renal fibrogenesis and provide an innovative insight into SETD2 as a potential therapeutic target for the treatment of renal fibrosis.

## 1 INTRODUCTION

Chronic kidney disease (CKD) is a progressive disease with no cure and affects approximately 10% of adults worldwide.^1^ Renal fibrosis is the final development pathway and the most common pathological manifestation of CKD.^2^ Characterised by deposition of extracellular matrix, such as collagen type I alpha 1 chain (COL1A1) and fibronectin (FN), renal fibrosis causes tissue scarring and ultimately leads to end‐stage renal disease.^3^ For the majority of individuals suffering from kidney failure, kidney transplantation and dialysis remain the prevailing treatment options. Nevertheless, the treatment of end‐stage renal disease poses various challenges, such as a shortage of available kidney donors, a decrease in overall quality of life and a notable mortality rate following dialysis.^4^, ^5^, ^6^, ^7^ So, it is crucial to identify and detect new potential targets to prevent renal fibrogenesis.

There is compelling literature suggesting increased expression and activation of transforming growth factor‐β (TGF‐β) in human kidney disease.^8^, ^9^ In addition, numerous animal studies have been conducted to confirm that the TGF‐β/Smad signalling pathway plays a pivotal role in driving the progression of renal fibrosis.^10^, ^11^ TGF‐β/Smad signalling pathway acts through a very typical signalling pathway that includes the phosphorylation and activation of Smad2 and Smad3 by the TGF‐β/Smad signalling pathway receptor 1 (TGFR1, also known as ALK5). Subsequently, the phosphorylated Smad2 and Smad3 bind Smad4 to form a complex that translocates into the nucleus, thereby facilitating the transcription of target genes involved in renal fibrosis.^12^ This process is inhibited by the inhibitory Smad, including Smad6 and Smad7. As a negative feedback inhibitor of the TGF‐β/Smad signalling pathway, Smad7 recruits E3 ubiquitin ligase SMAD‐ubiquitination‐regulatory factor 1 (Smurf1) and Smurf2 to degrade TGFR1.^13^ In addition, Smad7 inhibits the TGF‐β/Smad signalling pathway by competing with Smad2/3 for bounding to TGFR1 to prevent the phosphorylation of Smad2/3.^14^

An important intrinsic cause of CKD is epigenetic alteration.^15^ Epigenetics refers to changes in the transcription and expression of genes rather than changes in the genes themselves, including methylation of DNA, histone modification and non‐coding RNA.^16^ There are compelling studies suggesting that histone modifications play a crucial role in CKD and renal fibrogenesis, such as H3K9me2/3, H3K4me1/2/3, and H3K27me3.^17^, ^18^ However, the role of H3K36 methylation in renal fibrosis remains unknown. SET domain‐containing 2 (SETD2) is the sole histone H3K36 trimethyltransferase, which catalyses H3K36 trimethylation.^19^ SETD2 has been described to be implicated in a diverse array of biological processes, showing involvement in DNA repair, transcription initiation and elongation, as well as alternative splicing.^20^, ^21^, ^22^ SETD2‐mediated epigenetic alterations are implicated in many diseases, especially in renal cell carcinoma (RCC).^23^, ^24^, ^25^ Our recent studies also reported that SETD2 plays important roles in developmental areas and disease occurrence.^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^, ^34^, ^35^ Notably, SETD2 deficiency accelerates the transition from polycystic kidney disease (PKD) to RCC by regulating β‐catenin activity.^26^ However, the role of SETD2 in renal fibrosis remains still unknown.

It is worth noting that Von Hippel–Lindau (VHL) is an important regulatory molecule in the pathogenesis of kidney diseases. VHL E3 ubiquitin ligase, which can recognise and ubiquitinate HIF1α and HIF2α, is associated with the development of renal fibrosis and RCC.^36^, ^37^, ^38^ Besides, mouse models combined with VHL deletion and the target molecular loss are highly favoured when studying the mechanisms underlying various kidney diseases.^39^, ^40^, ^41^

Here, we established a mouse model of renal fibrosis driven by the inactivation of SETD2 and VHL. We found that SETD2 can maintain the transcriptional level of Smad7 through H3K36me3, thus inhibiting the activation of the TGF‐β/Smad signalling pathway. SETD2 loss results in decreased Smad7 level and TGF‐β/Smad signalling pathway activation, which is predictive of fibrosis in the absence of VHL.

## 2 METHODS

### 2.1 Mouse strains

*Setd2^fl/fl^* mice were generated by Shanghai Biomodel Organism Co. The *Ksp^Cre^* mice (B6.Cg‐Tg (Cdh16‐cre) 91Igr/J) and *VHL^fl/fl^* were purchased from The Jackson Laboratory. Eight‐week‐old *Setd2^fl/fl^* mice were bred with *Ksp^Cre^* mice, resulting in offspring with the genotype *Ksp^Cre^; Setd2^fl/fl^* mice (*Setd2^−KO^*, *n* = 30). Eight‐week‐old *VHL^fl/fl^* mice were mated with *Ksp^Cre^* mice to generate *Ksp^Cre^; VHL^fl/fl^* mice (*VHL^−KO^*, *n* = 30). *Setd2^−KO^* mice were mated with *VHL^fl/fl^* mice to generate *Ksp^Cre^; VHL^fl/fl^ Setd2^fl/fl^* mice (*VHL^−KO^; Setd2^−KO^*, *n* = 30). All mice used in this study were in C57 background and were maintained in a specific pathogen‐free facility. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University. The ethical number of animal experiments is 202201027.

Male and female *VHL^−KO^; Setd2^−KO^* mice, as well as *VHL^−KO^* mice, were euthanised at 15 and 30 weeks of age for subsequent experiments. Additionally, male wild‐type (WT) and *Setd2^−KO^* mice were euthanised on days 7 and 14 after unilateral ureteral obstruction (UUO) at 8 weeks of age (*n* = 10).

### 2.2 Blood urea nitrogen and creatinine test

Blood was collected from 15‐week‐old *VHL^−KO^; Setd2^−KO^* and *VHL^−KO^* mice (average weight = 30 g, *n* = 6) using the tail vein blood collection method. The serum was analysed for Blood urea nitrogen (BUN) and creatinine concentrations by Wuhan Servicebio on a Beckman Coulter AU680 analyser.

### 2.3 Isolation of primary tubular epithelial cells

To increase the percentage of Cre recombinase‐positive cells, we separated primary renal tubular epithelial cells (PTECs) from 10‐week‐old *VHL^−KO^; Setd2^−KO^* and *VHL^−KO^* mice (average weight = 25 g, *n* = 10) kidneys. Previously described procedures for isolating and identifying phenotypes were followed.^42^

### 2.4 RNA isolation and reverse transcription real‐time quantitative PCR

RNA was isolated from 10‐week‐old *VHL^−KO^; Setd2^−KO^* and *VHL^−KO^* mouse PTECs and HK2 cells using TRIzol reagent (Invitrogen) Reverse transcription real‐time quantitative PCR (RT‐qPCR) was performed using Setd2 and target gene primers with the Prime Script RT reagent kit (TaKaRa). GAPDH was used to normalise the results. Data were analysed from three independent experiments and are shown as the mean ± standard error of mean.

### 2.5 Western blot analysis and antibodies

The cells were lysed with 500 mL of Radioimmunoprecipitation assay buffer (RIPA) containing protease and phosphatase inhibitors (Millipore). Bio‐Rad's Bicinchoninic Acid (BCA) assay was used to measure protein concentrations. Proteins were separated using 6% and 10% Sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE) gels and then transferred to polyvinylidene fluoride membranes. The membranes were blocked with 5% bovine serum albumin (BSA) in Tris Buffered Saline (TBS) for 1 h at room temperature. They were then incubated overnight at 4°C with the primary antibody. Afterward, the membranes were washed with TBS containing 1% Tween 20 and incubated with an Horseradish Peroxidase (HRP)‐conjugated secondary antibody for 1 h at room temperature. Finally, the membranes were developed using an Enhanced chemiluminescence (ECL) reagent (Thermo). The immunoblots were quantified by Bio‐Rad Quantity One version 4.1 software. Primary antibodies against SETD2 (LS‐C332416), histone H3 (trimethylK36) (ab9050), Smad7 (ab216428) and FN (15613) were purchased from Lifespan, Abcam and Proteintech. Antibodies against histone H3 (#9715), p‐Smad3 (#9520), Smad3 (#9523), p‐Smad2 (#3108), Smad2 (#5339) and COL1A1 (#72026) were purchased from Cell Signaling Technology Inc.

### 2.6 Haematoxylin and eosin staining, immunohistochemistry and immunofluorescence

Sections of fixed tissues were stained with haematoxylin and eosin (H&E) after being fixed in 10% buffered formalin. For immunohistochemistry (IHC) staining, sections were deparaffinised, rehydrated, treated with antigen retrieval citrate buffer and quenched with 3% H_2_O_2_. Five percent BSA was used as a blocking agent for 1 h at room temperature. Afterward, primary antibodies were incubated at 4°C for 12−16 h. For immunofluorescence (IF), kidney sections were permeabilised with Triton X‐100, blocked with 5% BSA for 1 h and incubated with primary antibody at 4°C for 12−16 h. Followed by the incubation with the secondary antibodies at 37°C for 1 h. Nuclei were counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI). The primary antibodies against FN (15613), COL1A1 (#72026), p‐Smad3 (ab52903), α‐smooth muscle actin (α‐SMA) (ab184675) for IF, and Smad7 (ab216428) were purchased from Proteintech, Cell Signaling Technology Inc. and Abcam. Besides, the antibodies against α‐SMA (A17910) and SETD2 (A3194) were purchased from Abclonal. The antibodies against Tamm–Horsfall protein (THP) (sc‐271022), FITC‐LTL (FL‐1321), CD8a (14‐0808‐82) and F4/80 (17‐4801‐80) were purchased from Santa Cruz, Vector Laboratories and eBioscience.

### 2.7 RNA sequencing and analyses

RNA was extracted from 10‐week‐old *VHL^−KO^; Setd2^−KO^* and *VHL^−KO^* mice PTECs. For the construction of sequencing libraries, New England Biolabs’ Next Ultra Directional RNA Library Prep Kit for Illumina (Ipswich) was utilised. Afterward, Illumina sequencing was performed with paired‐ends 2 × 150 as the sequencing mode. Differential gene expression was analysed using the DESeq2 package. The statistically significant DE genes were obtained by a *p*‐value threshold <.05 and fold change ≥1.5. All differentially expressed mRNAs were selected for Gene Ontology (GO) analysis.

### 2.8 Chromatin immunoprecipitation‐qPCR assay

Chromatin immunoprecipitation (ChIP) assays were performed using the EZ ChIP kit (Millipore). The procedure was performed as described in the kit provided by the manufacturer. Briefly, isolated PTECs were fixed with 1% formaldehyde and broken up by sonication. Immunoprecipitation was then performed with histone H3 trimethylK36 (Abcam, ab9050). After washing and reverse cross‐linking, the precipitated DNA was amplified with primers and quantified by qPCR.

### 2.9 Masson and Sirius Red staining

Kidney samples were obtained from 15‐ and 30‐week‐old *VHL^−KO^; Setd2^−KO^* and *VHL^−KO^* mice. Kidney sections were stained with Masson's trichrome (Solar bio, G1340) and Picrosirius red (G‐CLONE, RS1220). The experiment was performed in strict accordance with the operating instructions. Measurement of the fibrotic area was quantified with ImageJ software (NIH, http://rsbweb.nih.gov/ij/).

### 2.10 SIS3 treatment

SIS3 (Selleck, S7959) was stored as a solution in Dimethyl sulfoxide (DMSO), which was used after diluting it with a medium for each assay. sh‐VHL; sg‐SETD2 HK2 cells were treated with SIS3 at 1 μM for 48 h. SIS3 (2.5 mg/kg) was administered by i.p. injection four times a week for 4 weeks in 12‐week‐old *VHL^−KO^; Setd2^−KO^* mice (average weight = 25, *n* = 5).

### 2.11 TGF‐β1 stimulation

HK2 cells were incubated in TGF‐β1 (R&D Systems, 7666‐MB) at 10 ng/mL for 12 h for Smad3 phosphorylation assessment.

### 2.12 Statistics

Statistical evaluation was conducted using Student's *t*‐test. Multiple comparisons were analysed first by one‐way analysis of variance. *p*‐Values <.05 were considered statistically significant. ^*^ *p* < .05; ^**^ *p* < .01; ^***^ *p* < .001; and ^****^ *p* < .0001.

## 3 RESULTS

### 3.1 The mRNA expression of SETD2 is positively correlated with VHL in kidney

To investigate whether SETD2 expression is altered in fibrotic kidneys, we analysed clinical data from Keenan Research Centre for Biomedical Science and found reduced expression of SETD2 in patients with renal fibrosis (Figure 1A). Considering that fibrosis is usually the result of chronic inflammation, we also analysed biopsy data from patients with nephritis and patients with renal fibrosis, and the data showed that SETD2 expression is also decreased in patients with renal fibrosis compared to patients with inflammation (Figure 1B). In addition, we generated a mouse model of UUO, commonly used in studies of renal fibrosis,^42^, ^43^, ^44^ to evaluate the expression level of SETD2 in renal fibrosis. We conducted double IF experiments using antibodies against Lotus tetragonolobus lectin (LTL) and THP, which are markers of proximal and distal tubules, respectively, to identify the tubules with SETD2 expression. As shown in Figure 1C,D, SETD2 is mainly expressed in the renal tubular epithelial cells in *WT* mice. And the expression level of SETD2 protein was decreased in the renal tubular epithelial cells in the kidney with renal fibrosis, especially in distal tubules. Meanwhile, considering that VHL deficiency can result in increased inflammation and fibrosis,^45^ we explored the relationship between SETD2 and VHL. The mRNA expression of VHL in the kidneys with renal fibrosis was also reduced compared to that in normal kidneys (Figure 1E). Meanwhile, the mRNA expression of SETD2 is positively correlated with VHL in both kidneys with renal fibrosis and normal kidneys (Figure 1F–H).

**FIGURE 1:**
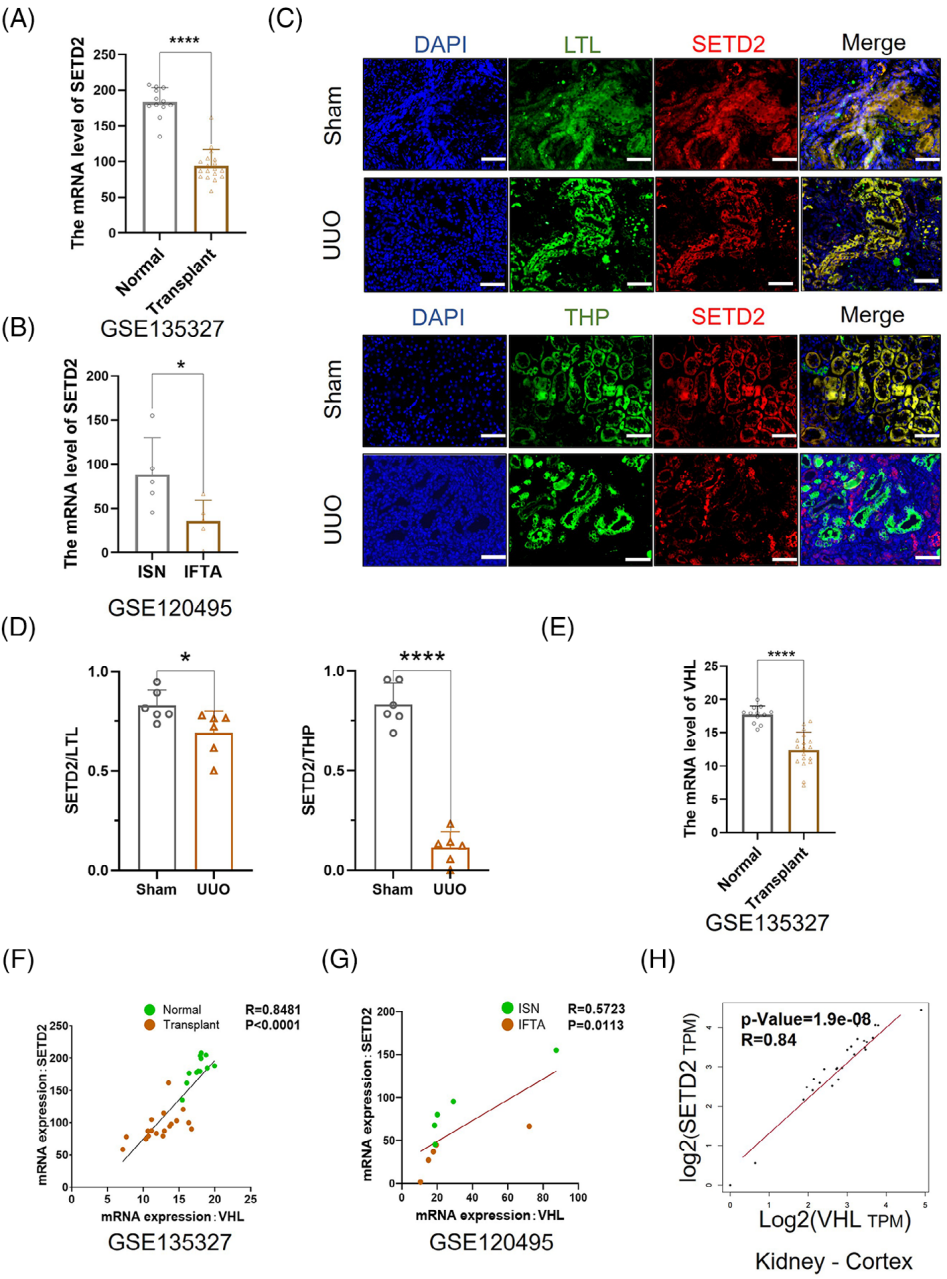
The mRNA expression of SET domain‐containing 2 (SETD2) is positively correlated with Von Hippel–Lindau (VHL) in kidney. (A) The mRNA expression level of SETD2 in normal kidneys (*n* = 12) and transplant kidneys (*n* = 18, using dataset GSE135327). (B) The mRNA expression level of SETD2 in the kidneys with interstitial nephritis (ISN) (*n* = 5) and interstitial fibrosis/tubular atrophy (IFTA) (*n* = 5, using dataset GSE120495). (C) The double immunofluorescence (IF)staining experiment results of SETD2 with Lotus tetragonolobus lectin (LTL) and Tamm–Horsfall protein (THP). Scale bars: 50 μm. (D) The statistical results of the double IF staining experiments. (E) The mRNA expression level of VHL in normal kidneys (*n* = 12) and transplant kidneys (*n* = 18, using dataset GSE135327). (F) The relation of the expression of SETD2 and VHL in normal kidneys and transplant kidneys (*n* = 5, using dataset GSE135327). (G) The relation of expressions of SETD2 and VHL in the kidneys with ISN and IFTA (using dataset GSE120495). (H) The relation of expressions of SETD2 and VHL in normal and transplant kidneys from The Cancer Genome Atlas (TCGA). The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001.

### 3.2 Loss of SETD2 is no more prone to promote renal fibrosis in the UUO model

To explore the potential function of SETD2 in renal fibrosis in vivo, we used a transgenic Ksp1.3/Cre mouse line to generate *Setd2^fl/fl^* mice and delete SETD2 in tubular epithelial cells (referred to as *Setd2^−KO^* mice).^42^ First, we generated the UUO model of *Setd2^−KO^* mice and *WT* mice (Figure 2A,B). Using Masson's trichrome and Sirius Red staining, we observed that the loss of SETD2 did not significantly increase the positive area of Masson's trichrome and Sirius Red staining compared to *WT* mice at either day 7 or 14 post‐UUO. In addition, the IHC staining results also showed that the expression levels of α‐SMA and COL1A1 remained unchanged in *Setd2^−KO^* mice compared to *WT* mice (Figure 2C). These results indicated that *Setd2^−KO^* mice were no more prone to develop renal fibrosis compared to *WT* mice under the condition of UUO.

**FIGURE 2:**
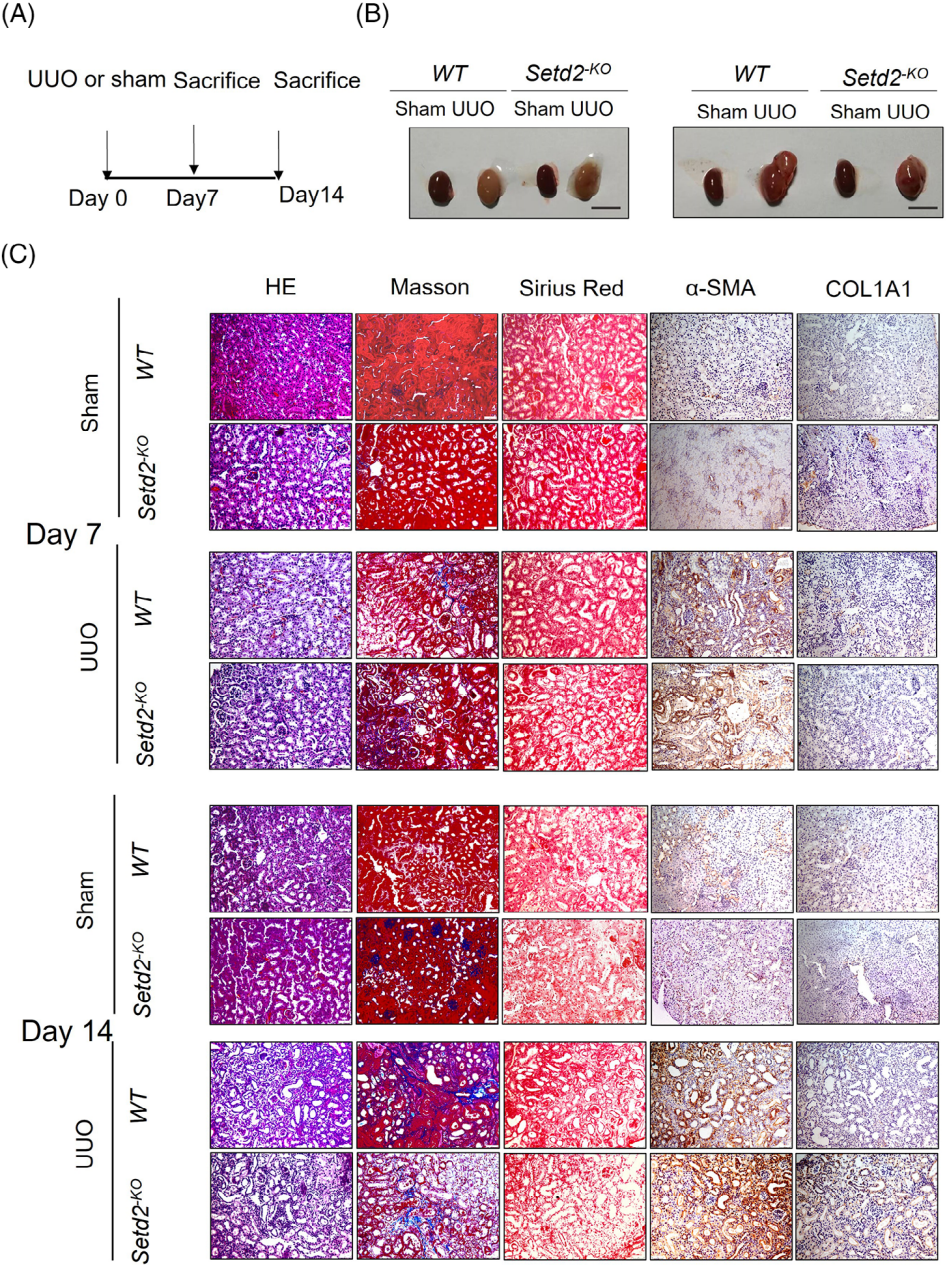
Loss of SET domain‐containing 2 (SETD2) is no more prone to promote renal fibrosis in the unilateral ureteral obstruction (UUO) model. (A) Schematic representation of generating *WT* and *Setd2^−KO^* mice UUO model (*n* = 10). (B) Kidney volumes of *WT* and *Setd2^−KO^* mice on days 7 and 14 post‐UUO (*n* = 10). Scale bars: 1 cm. (C) Haematoxylin and eosin (H&E), Masson's trichrome, Sirius Red and immunohistochemistry (IHC) staining of *WT* and *Setd2^−KO^* mice UUO model. Scale bars: 100 μm. WT, wild type.

### 3.3 SETD2 deficiency resulted in severe renal fibrosis in VHL‐deficient mice

To further investigate whether SETD2 contributes to renal fibrosis, we generated *Ksp^Cre^; VHL^fl/fl^* mice (hereafter referred to as *VHL^−KO^* mice) and *Ksp^Cre^; VHL^fl/fl^; Setd2^fl/fl^* mice (hereafter referred to as *VHL^−KO^; Setd2^−KO^* mice) (Figure 3A). Based on the experimental results obtained from Western blotting (WB), IHC and RT‐qPCR, we observed a downregulation of VHL, SETD2 and H3K36me3 expression levels in the renal tubules (Figure 3B–D). Observing the mouse kidneys, we found that the kidneys appeared to be crumpled and smaller in *VHL^−KO^; Setd2^−KO^* mice than in *VHL^−KO^* mice (Figure 3E). To observe the morphologic alteration, we performed H&E, Masson's trichrome and Sirius Red staining, and the results showed that *VHL^−KO^; Setd2^−KO^* mice exhibited a loss of normal renal tubular structure and numerous cysts. Additionally, these mice displayed characteristic features of renal fibrosis (Figure 3F,G). Furthermore, we performed RT‐qPCR and found a significant upregulation in the expression of inflammatory cytokines and chemokines in *VHL^−KO^; Setd2^−KO^* mice compared with *VHL^−KO^* mice, including Interleukin‐1α (IL‐1α), Interleukin‐6 (IL‐6), Chemokine (C‐X‐C motif) ligand 1 (CXCL1) and Chemokine (C‐C motif) ligand2 (CCL2). Similarly, IF staining revealed an increased infiltration of macrophages and CD8^+^ T cells in *VHL^−KO^; Setd2^−KO^* mice compared with *VHL^−KO^* mice (Figure 3H,I). Meanwhile, the expression levels of COL1A1, α‐SMA and FN in *VHL^−KO^; Setd2^−KO^* mice were much higher than that in *VHL^−KO^* mice, suggesting that SETD2 deficiency leads to renal fibrosis (Figure 3J,K). Moreover, in line with the morphologic alteration, BUN and creatinine levels were reduced in the blood of *VHL^−KO^; Setd2^−KO^* mice compared to the control group (Figure 3L). Together, these results indicated that SETD2 deficiency resulted in severe renal fibrosis in VHL‐deficient mice.

FIGURE 3SET domain‐containing 2 (SETD2) deficiency resulted in severe renal fibrosis in Von Hippel–Lindau (VHL)‐deficient mice. (A) Schematic representation of generating the *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mouse model (*n* = 30). (B) Immunohistochemistry (IHC) staining of VHL and H3K36me3 in *WT*, *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 8). Scale bars: 25 μm. (C) Western blotting (WB) analysis of the expression of SETD2 in *WT* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 8). (D) The mRNA level of SETD2 in *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice. The mRNA level of VHL in *WT* and SETD2^–KO^ mice (*n* = 8). (E) Kidney volumes of *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 8). Scale bars: 1 cm. (F) Haematoxylin and eosin (H&E), Masson's trichrome and Sirius Red staining of 15‐ and 30‐week‐old *WT*, *Setd2^−KO^*, *VHL^−KO^* and *VHL^−KO^; Setd2^–KO^* mice. Scale bars: 50 μm (left), 25 μm (right). (G) The statistical results of 15‐ and 30‐week‐old *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 10). (H) The RT‐qPCR results of the inflammatory cytokines and chemokines in *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice. (I) Testing the infiltration of macrophages and CD8^+^ T cells in 15‐week‐old *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice by using the antibodies against F4/80 and CD8α. Scale bars: 100 μm (left), 50 μm (right). (J) Immunohistochemistry (IHC) and immunofluorescence (IF) results of COL1A1 and α‐smooth muscle actin (α‐SMA) in 15‐week‐old *VHL^−KO^* mice and *VHL^−KO^; Setd2^−KO^* mice (*n* = 10). Scale bars: 100 μm. (K) The mRNA levels of collagen type I alpha 1 chain (COL1A1), fibronectin (FN) and α‐SMA in 15‐week‐old *VHL^−KO^* mice and *VHL^−KO^; Setd2^−KO^* mice. (L) BUN and creatinine levels in 15‐week‐old *WT*, *Setd2^−KO^*, *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 6 mice per group). The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001. WT, wild type.

**Figure:**
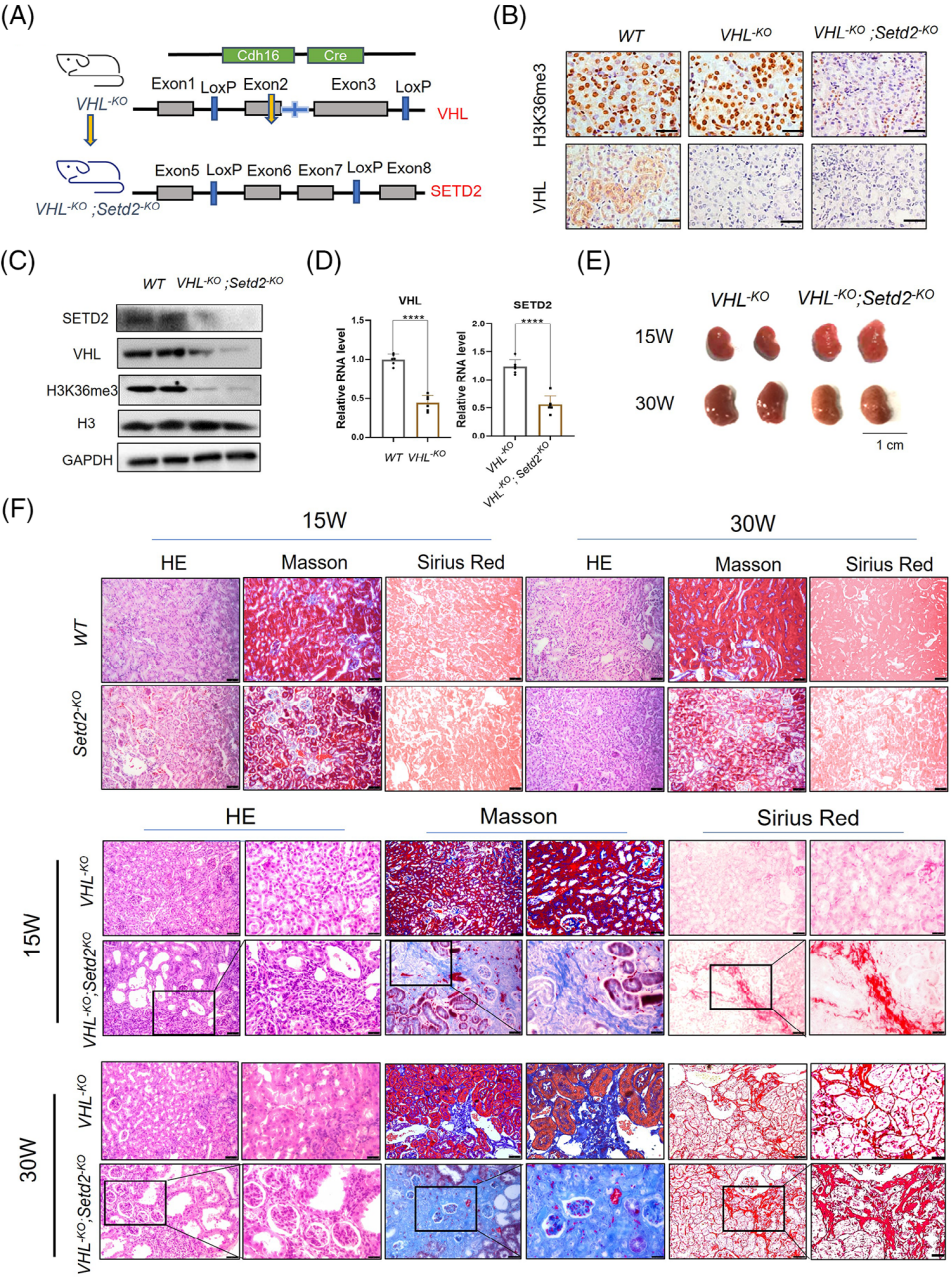

**Figure:**
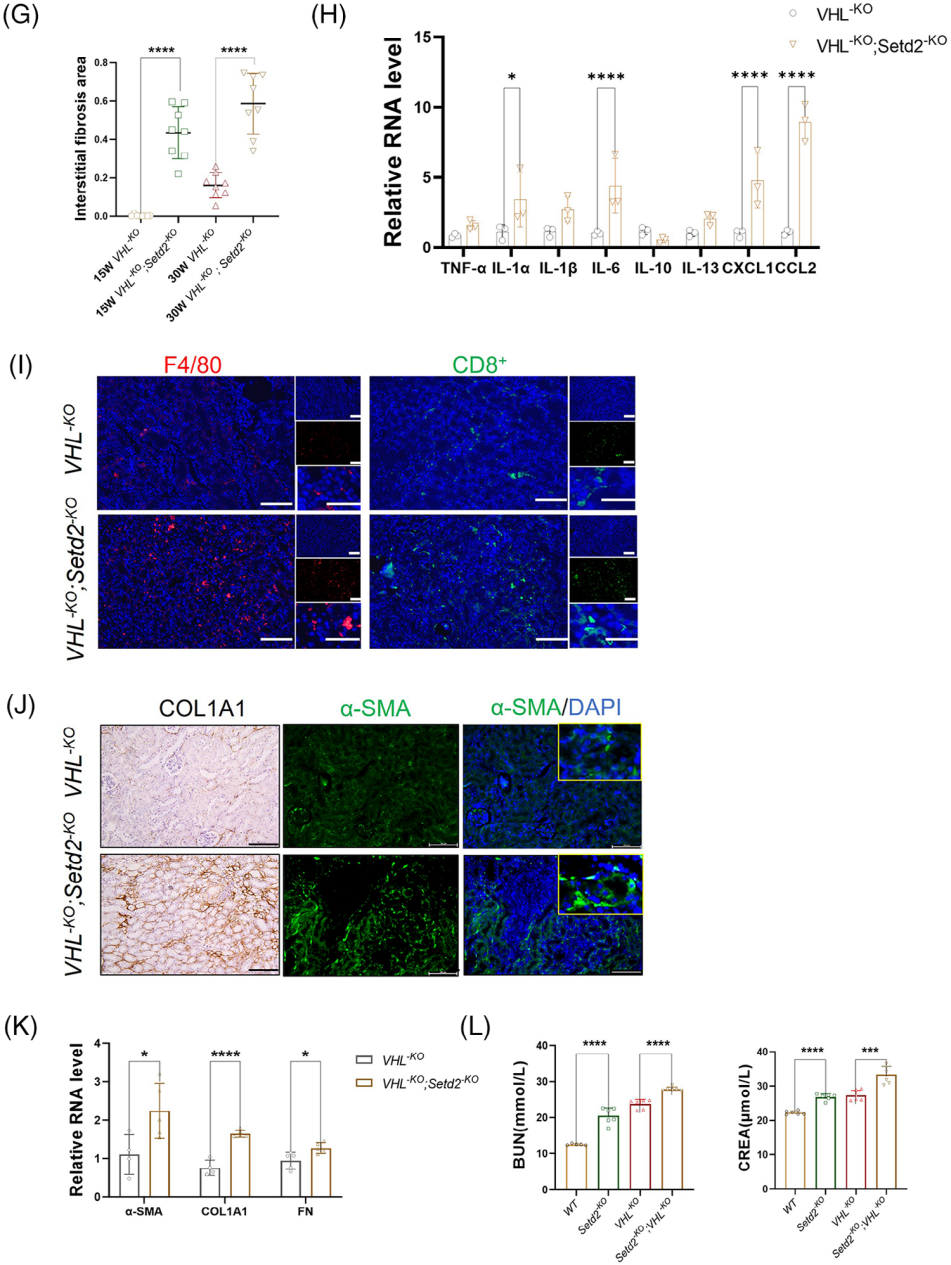

### 3.4 The inactivation of SETD2 caused hyperactive TGF‐β/Smad signalling pathway in VHL‐deficient renal tubular epithelial cells

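The RNA-seq data came from PTECs of 6 mice at 10 weeks of age, 3 labelled VHL-KO and 3 labelled VHL-KO; Setd2-KO. In both genotypes Cre recombinase expressed in renal tubules deletes VHL, and in the second genotype it deletes Setd2 as well. The authors prepared directional libraries, sequenced them as paired ends on an Illumina platform, and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the gene annotation behind these counts. The table lists 46095 genes by symbol. Replicates 1, 2 and 4 of the libraries labelled VHL-KO held 17883466, 11168552 and 12898238 counts, with a median of 12898238. Replicates 2, 3 and 4 of those labelled VHL-KO; Setd2-KO held 16697211, 15364672 and 15536017 counts, with a median of 15536017. A signal of 3 counts, taken as the smallest that can be told from 0, corresponded to 0.168 CPM (counts scaled to the library's total) in the largest library and 0.269 CPM in the smallest, and this floor covers counting error only. Mitochondrial genes took 11.3% of the counts in the library labelled VHL-KO replicate 4 and between 25.9% and 36.4% in the others. The 20 genes with the highest counts took 24.5% of that library and between 32.5% and 41.0% of the others.

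From the deposited counts, library sizes were normalized with edgeR's TMM method, which gave factors between 0.831 and 1.16. Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 14611 genes. These were tested with edgeR's quasi-likelihood test, fitted to the 6 libraries with the genotype label as the only factor, and p-values were adjusted by the Benjamini-Hochberg method. All fold changes are for VHL-KO; Setd2-KO over VHL-KO labels. The filter, the normalization, the choice between unadjusted and adjusted p-values and the treatment of the replicate numbers, of which 2 and 4 occur in both genotypes, could each change the numbers.

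Setd2 was examined first, since it is the deleted gene. Its counts were 1179, 799 and 132 in the libraries labelled VHL-KO replicates 1, 2 and 4. In the libraries labelled VHL-KO; Setd2-KO replicates 2, 3 and 4 they were 1499, 1019 and 1429. The normalized values were 52.6 ± 34.9 CPM (SD, n = 3) under the VHL-KO label and 75.6 ± 16.5 CPM (SD, n = 3) under the VHL-KO; Setd2-KO label. The log2 fold change of Setd2 was 0.52 (standard error 0.64, adjusted p = 0.787 from edgeR's quasi-likelihood test), a difference within the spread between mice. It stayed between 0.05, without the library labelled VHL-KO replicate 4, and 0.85 when each library was left out in turn. The alternative that moved it most, the replicate number as a block, gave 1.48. That fit takes the difference between labels from replicates 2 and 4 alone. Setd2 counts were thus not lower under the VHL-KO; Setd2-KO label. The counts are per gene, so reads from the floxed part of Setd2 cannot be told from reads of its other exons. Counts of the whole gene may fall only in part when some exons are deleted, so they do not decide whether the label is right. The libraries are named by their labels for this reason.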

To explore the mechanisms by which SETD2 deficiency promotes renal fibrosis in VHL‐deficient renal tubular epithelial cells, we performed RNA sequencing using PTECs freshly isolated from 10‐week‐old *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice. 

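Spearman's rank correlation of log2 CPM, taken across the 14611 tested genes, compared the libraries in pairs. It lay between 0.937 and 0.986 in the 10 pairs without the library labelled VHL-KO replicate 4, and between 0.717 and 0.765 in the 5 pairs with it. Genes are not independent replicates, and no p-value was attached to these correlations. The counts of every pair differed by more than counting error, with a chi-square of at least 13.7 per degree of freedom. This covers counting error only, and that the libraries come from different mice was taken from the sample labels and the paper. The mean Euclidean distance on log2 CPM was 137 between libraries with different genotype labels and 126 between libraries with the same label. It was 167 among the libraries labelled VHL-KO and 86.3 among those labelled VHL-KO; Setd2-KO. The distance between labels exceeded that within labels by 10.4, which 2 of the 10 splits of the 6 libraries into groups of 3 reached (one-sided exact permutation test, p = 0.2, where the smallest p the design allows is 0.1). With each library left out in turn, this excess ranged from -13.3 to 39.8. It fell below 0 in each of the 3 fits that left out a library labelled VHL-KO; Setd2-KO. Without the library labelled VHL-KO replicate 4 the excess was 14.9 (one-sided exact permutation test, p = 0.1, the smallest the design allows). Principal component 1 carried 69.9% of the variance and placed that library at 175.7, with the other 5 between -47.8 and -13.4. Principal component 2 carried 14.5% of the variance. On it the libraries labelled VHL-KO lay between 6.46 and 42.6, and those labelled VHL-KO; Setd2-KO between -68.7 and -2.81.

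**Figure D1:**
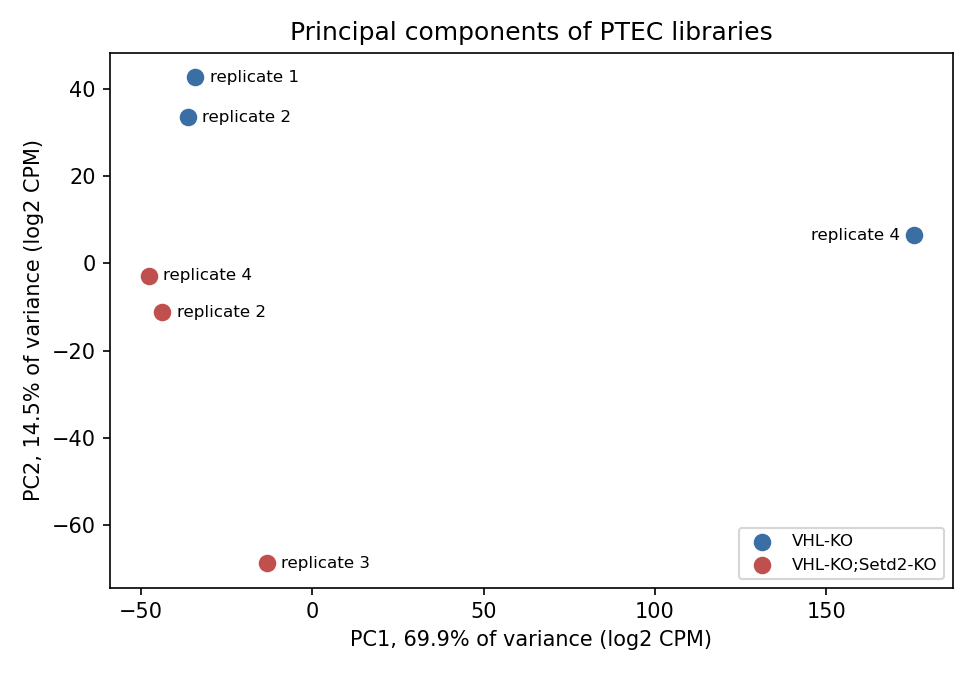
Principal components 1 (horizontal axis) and 2 (vertical axis) of log2 CPM over the tested genes, in units of log2 CPM, with 1 point per mouse coloured by genotype label and marked with its replicate number. The library labelled VHL-KO replicate 4 stands at 175.7 on component 1, apart from the other 5, and component 2 parts the labels with VHL-KO from 6.46 upwards and VHL-KO; Setd2-KO from -2.81 downwards.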

The overall transcriptome of *VHL^−KO^; Setd2^−KO^* PTECs was significantly altered compared to *VHL^−KO^* PTECs. A total of 2659 genes were upregulated and 2617 genes downregulated with a fold change ≥1.5 (Figure 4A). 

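The methods give a p-value under 0.05 and a fold change of at least 1.5 as thresholds, without saying whether the p-value was adjusted. With unadjusted p-values from edgeR's quasi-likelihood test, 387 genes were higher and 684 lower in the libraries labelled VHL-KO; Setd2-KO. All 1071 genes with an unadjusted p under 0.05 also passed the fold change threshold. With Benjamini-Hochberg adjusted p-values, 0 genes were higher and 1 was lower. This gene, Gm6344, had 384, 261 and 522 counts in the libraries labelled VHL-KO and 2, 2 and 1 counts in those labelled VHL-KO; Setd2-KO, all at or under the floor of 3 counts. Its expression was thus at least 187-fold lower (adjusted p = 0.0147 from edgeR's quasi-likelihood test). Gm6344 is listed as a pseudogene, so its count is uncertain where reads of a near-identical gene were assigned to it. Every library of one label lay above every library of the other for 1405 genes that were higher and 1608 that were lower, together 20.6% of the tested genes. Chance alone gives 10% for 3 mice against 3.

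DESeq2's Wald test, the tool named in the methods, gave 449 genes higher and 1123 lower at the unadjusted threshold, of which 316 and 649 were shared with edgeR's lists. At the adjusted threshold it gave 2 higher and 47 lower. With each library left out in turn, edgeR found between 179 and 1243 genes higher and between 206 and 1078 lower at the unadjusted threshold. At the adjusted threshold it then found 0 genes higher in all 6 fits and 0 or 1 lower. DESeq2 at the adjusted threshold found 496 genes higher and 683 lower without the library labelled VHL-KO replicate 4, a setting chosen after the data had been seen, and between 4 and 80 genes in all when another library was left out.

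Libraries that share a replicate number come from different mice. Across genes, their deviations from the group means correlated at 0.16 for replicate 2, at -0.32 for replicate 4 and at -0.14 over both pairs together. With the replicate number as a block, 93 genes were higher and 54 lower at the unadjusted threshold. Of these, 19 and 36 were shared with the lists without the block. At the adjusted threshold 0 were higher and 1 lower. Libraries whose number occurs under 1 label only add nothing to the difference between labels in this fit. It rests on replicates 2 and 4 alone, with few degrees of freedom left, so the block is a weak check. With the pairs crossed, a setting chosen after that correlation was seen, 143 genes were higher and 85 lower, and again 0 and 1 at the adjusted threshold.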

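Pathway over-representation was tested on 852 Reactome sets of between 10 and 500 tested genes, with a one-sided Fisher's exact test against the 4800 tested genes that the Reactome table lists. None of the genes past the adjusted threshold is in that table, so 0 sets were over-represented in either direction. At the unadjusted threshold, 127 of the genes higher and 251 of the genes lower in the libraries labelled VHL-KO; Setd2-KO are in the table. Among the higher genes, 1 set passed an adjusted p of 0.05, Nephrin interactions, with 6 of its 22 genes against 0.582 expected (adjusted p = 0.0137, Fisher's exact test). Among the lower genes, 19 sets passed. They were led by Biological oxidations, with 27 of its 112 genes against 5.86 expected (adjusted p = 6.59e-09, Fisher's exact test). The metabolism of amino acids and derivatives also passed, with 29 of 156 genes against 8.16 expected (adjusted p = 4.53e-07, Fisher's exact test). Between the same labels, marker genes of podocytes were higher (mean log2 fold change 1.11) and those of the proximal tubule lower (-1.10). These sets were therefore not assigned to a change within tubular cells, since a different mix of cells could also give them.

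For fibrogenesis, the Reactome sets Extracellular matrix organization and Collagen formation were fixed together with 8 other sets that stand for signalling and metabolic pathways. Of the 185 genes of extracellular matrix organization, 8 were among the higher genes against 4.89 expected (one-sided Fisher's exact test, p = 0.116) and 1 was among the lower genes. Of the 52 genes of collagen formation, 2 were among the higher genes against 1.38 expected (one-sided Fisher's exact test, p = 0.402). Gene set enrichment over all 14611 tested genes uses no threshold on single genes. It ranked genes by the signal-to-noise ratio of CPM, with p-values from permuted gene labels, which do not allow for correlation between genes. Of the 675 sets tested, 60 were higher and 105 lower under the VHL-KO; Setd2-KO label at an adjusted p under 0.05. The scores furthest from 0 in each direction were Nephrin interactions at 2.32 and Mitochondrial translation initiation at -3.02. Extracellular matrix organization had a normalized enrichment score of 1.47 towards the VHL-KO; Setd2-KO label, with an adjusted p of 0.0262 over the 675 sets tested and of 0.0540 over the 10 fixed sets. Leaving out each library in turn gave adjusted p-values from 0.00326 to 0.464 for this set. Limma's camera test gave 0.266, and the ranking from the fit with the replicate number as a block gave 0.995. Collagen formation had a normalized enrichment score of 1.13 (adjusted p = 0.523 from the gene permutation). Its adjusted p ranged from 0.00326, without the library labelled VHL-KO replicate 4, to 0.773 with each library left out, always towards higher, and the replicate block turned its direction to lower (adjusted p = 0.158).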

GO and pathway analysis presented that SETD2 inactivation significantly enriched lots of genes associated with pathways associated with fibrogenesis. In addition, GO analysis showed that several pathways were upregulated in *VHL^−KO^; Setd2^−KO^* mice compared with *VHL^−KO^* mice, including the TGF‐β/Smad signalling pathway and PI3K–Akt signalling pathway (Figure 4B). 

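The Reactome set for signalling by the TGF-beta receptor complex holds 67 tested genes. None of them was among the 127 listed genes that were higher at the unadjusted threshold, where 1.77 were expected (one-sided Fisher's exact test, p = 1), nor among the 251 that were lower. Of the 68 genes of the PI3K AKT activation set, 3 were among the higher genes against 1.80 expected (one-sided Fisher's exact test, p = 0.268), and 4 were among the lower genes. For the Apoptosis set, 2 of 136 genes were among the higher genes against 3.60 expected. For Adherens junctions interactions, 0 of 21 genes were. Among the lower genes, Triglyceride Biosynthesis had 5 of its 34 genes (one-sided Fisher's exact test, p = 0.0302) and the set for fatty acid, triacylglycerol and ketone body metabolism had 8 of 80 (one-sided Fisher's exact test, p = 0.0561). Mitochondrial Fatty Acid Beta-Oxidation had 1 of its 15 genes there. After Benjamini-Hochberg adjustment over the 10 fixed sets, the lowest adjusted p was 0.231 among the higher genes, for Signaling by Wnt with 10 of 184 genes, and 0.281 among the lower genes. These Reactome sets stand in for the paper's pathways, whose gene lists were not used here. The paper states that it took its differentially expressed mRNAs into Gene Ontology analysis, and it presents pathways from that step as upregulated or downregulated (Figure 4B).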

We conducted gene set enrichment analysis to gain a better understanding of the signalling pathways mediated by SETD2. 

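Gene set enrichment of the TGF-beta receptor complex signalling set gave a normalized enrichment score of 0.86 towards the VHL-KO; Setd2-KO label (p = 0.718 from the permutation of gene labels, adjusted p = 0.900 over 675 sets). Of its 67 genes, 48 had a higher mean and 19 a lower mean under that label. Their median log2 fold change was 0.22, against 0.0093 for all tested genes. At an unadjusted p under 0.05, 0 of the 67 genes differed in either direction. The labels did not overlap for 5 higher and 5 lower genes of the set, where chance gives 10% of genes. Adjusted p-values for this set ranged from 0.400 to 1 when each library was left out in turn. The ranking from the fit with the replicate number as a block gave a score of 1.50 (adjusted p = 0.105 from the gene permutation), and with the pairs crossed a score of 1.49 (adjusted p = 0.116). Ranking genes by edgeR's signed root of F without a block turned the score to -0.84 (adjusted p = 0.962). The PI3K AKT activation set had a score of 1.11 (adjusted p = 0.529 from the gene permutation). Its direction turned to lower without the library labelled VHL-KO replicate 4, with an adjusted p of 1, and with the block its adjusted p was 0.358 towards higher.

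Among single genes of the pathway, Smad7 had 29.3 ± 7.54 CPM (SD, n = 3) under the VHL-KO label and 42.4 ± 4.29 CPM (SD, n = 3) under the VHL-KO; Setd2-KO label. Its log2 fold change was 0.53 (standard error 0.38, adjusted p = 0.660 from edgeR's quasi-likelihood test). Each library labelled VHL-KO; Setd2-KO, from 37.7 to 46.0 CPM, lay above each labelled VHL-KO, from 22.4 to 37.4 CPM. The log2 fold change of Smad3 was -0.23 (standard error 0.38, adjusted p = 0.829), and it turned to 0.0084 without the library labelled VHL-KO replicate 4. For the receptors, Tgfbr1 gave 0.38 (standard error 0.66, adjusted p = 0.836) and Tgfbr2 0.56 (standard error 0.50, adjusted p = 0.720). Tgfbr1 turned to -0.10 without that library, in which it had 8.04 CPM against 42.1 to 56.8 CPM in the other 5. Smad4 was higher in all 3 libraries labelled VHL-KO; Setd2-KO than in each labelled VHL-KO, with a log2 fold change of 0.57 (standard error 0.52, adjusted p = 0.721). The log2 fold changes of Smad2, Smad6, Tgfb1 and Tgfb2 were 0.39, 0.60, 0.0049 and 1.39, with adjusted p-values from edgeR's test between 0.625 and 0.998. Smad2 turned to -0.067 without the library labelled VHL-KO replicate 4.

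Of the 42 mouse genes that the paper names or measures by RT-qPCR, 37 had enough counts to be tested, of which 24 were higher and 13 lower. An unadjusted p under 0.05 was found for 3 of them, Axin2, Setd7 and Kit, all higher. No adjusted p was under 0.05, the lowest being 0.625 over all tested genes and 0.324 over the 37 genes alone. The libraries of the 2 labels did not overlap for 7 higher and 3 lower genes of the 37, where chance gives 10%.

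**Figure D2:**
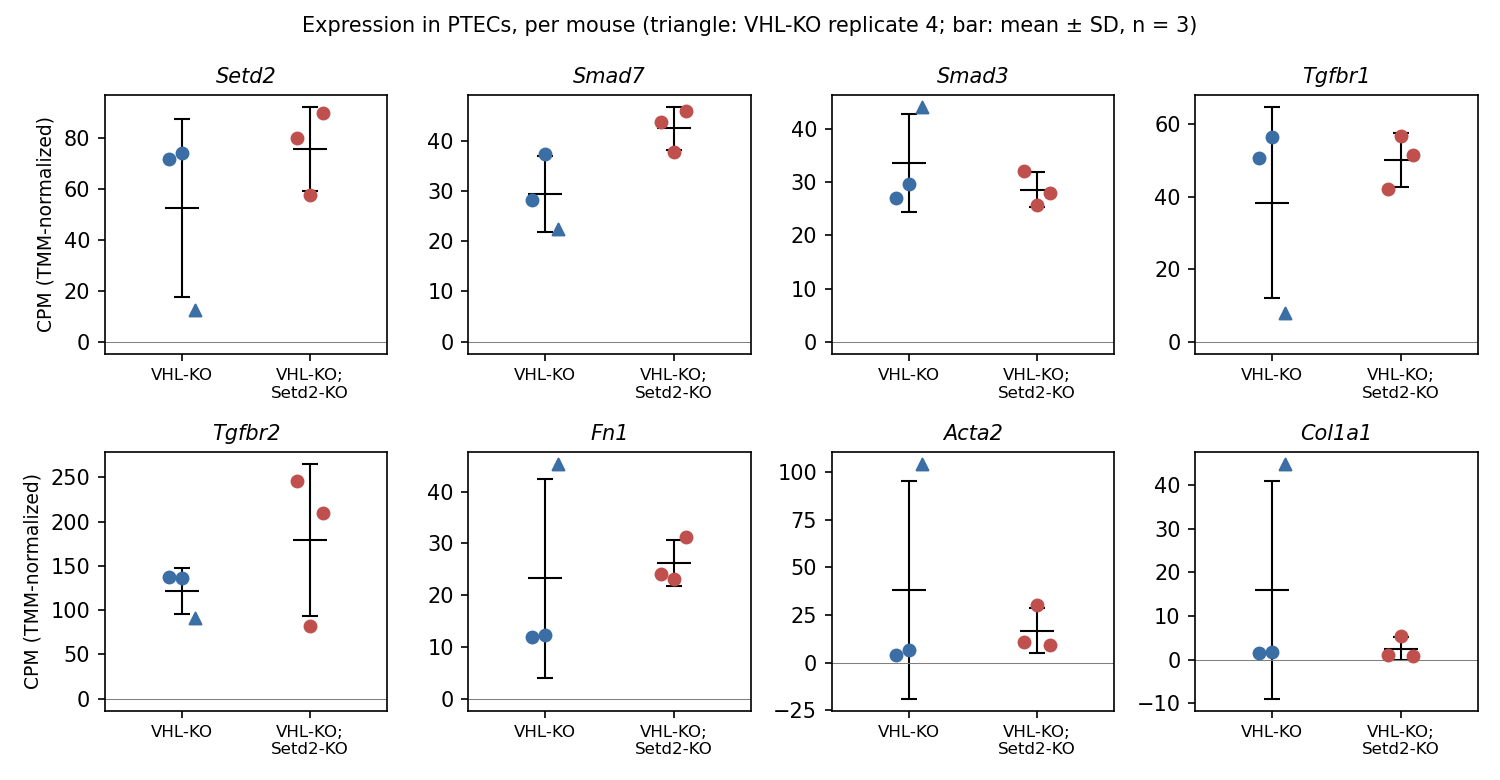
CPM after TMM normalization (vertical axes) of 8 genes in the libraries labelled VHL-KO (blue) and VHL-KO; Setd2-KO (red), with 1 point per mouse, a triangle for the library labelled VHL-KO replicate 4, and bars for the mean ± SD (n = 3). Smad7 lies between 22.4 and 46.0 CPM with no overlap between the labels, while for Tgfbr1, Acta2 and Col1a1 the spread under the VHL-KO label comes from the triangle.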

The data showed that TGF‐β/Smad signalling pathway‐associated genes were enriched in *VHL^−KO^; Setd2^−KO^* PTECs. To verify the results of the pathway analysis and explore the pivotal pathway in fibrogenesis, we used RT‐qPCR to detect the expression levels of related pathways in more samples, including the TGF‐β/Smad signalling pathway, PI3K–Akt signalling pathway, FoxO signalling pathway and Wnt signalling pathway. And the results showed that only the TGF‐β/Smad signalling pathway was indeed significantly activated in *VHL^−KO^; Setd2^−KO^* mice (Figure 4D). TGF‐β/Smad signalling pathway plays an important role in renal fibrogenesis and a wide range of studies have established the TGF‐β/Smad signalling pathway as the paramount pathogenic factor that drives fibrosis. The activated Smad2 and Smad3 have been verified in *VHL^−KO^; Setd2^−KO^* mice by WB (Figure 4E). Furthermore, the data of IHC also showed that the positive rate of p‐Smad3 was much higher in *VHL^−KO^; Setd2^−KO^* mice than that in *VHL^−KO^* mice (Figure 4F). These results indicated that SETD2 can inhibit the TGF‐β/Smad signalling pathway transcriptional activity and SETD2 loss leads to p‐Smad2 and p‐Smad3 activation, which activates TGF‐β/Smad signalling in VHL‐deficient kidneys.

**FIGURE 4:**
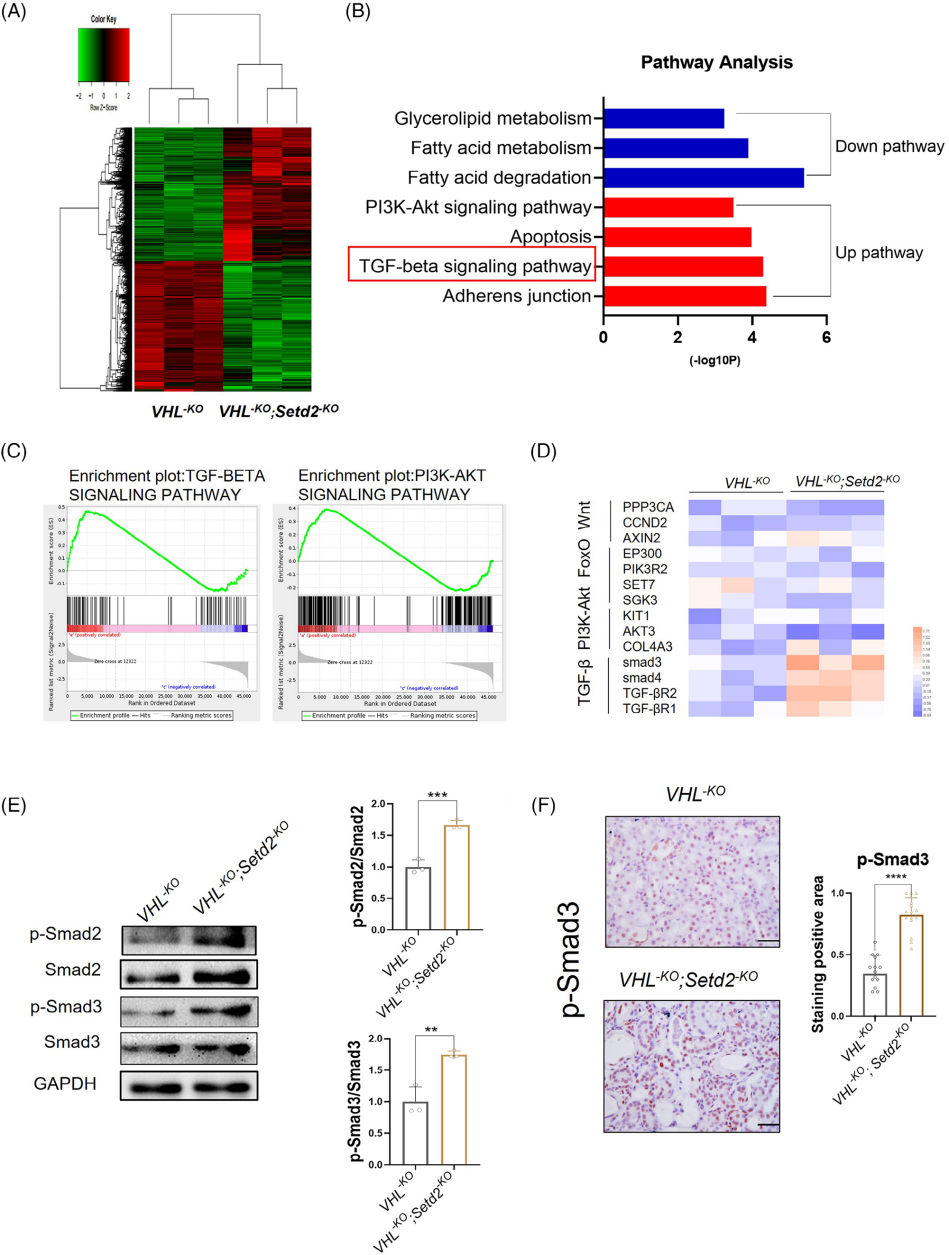
The inactivation of SET domain‐containing 2 (SETD2) caused hyperactive transforming growth factor‐β (TGF‐β)/Smad signalling pathway in Von Hippel–Lindau (VHL)‐deficient renal tubular epithelial cells. (A) Heatmap of genes with significantly different expression in freshly isolated renal tubular epithelial cells based on unsupervised hierarchical agglomerative clustering (*n* = 3 mice per group). (B) Pathway analysis of differentially expressed genes belonging to signalling pathways associated with SETD2 deletion. (C) Gene set enrichment analysis (GSEA) enrichment plots of differentially expressed genes associated with SETD2 deletion in VHL‐deficient tissue. (D) RT‐qPCR analysis of Wnt signalling pathway, TGF‐β signalling pathway, FoxO signalling pathway and PI3K signalling pathway (*n* = 3 mice per group). (E) The protein levels of p‐Smad2 and p‐Smad3 in *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice. (F) Immunohistochemistry (IHC) staining reveals the positive rate of p‐Smad3 in *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 8). Scale bars: 25 μm. The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001.

### 3.5 SETD2 inhibits TGF‐β/Smad signalling activation by regulating Smad7 expression

To explore the potential mechanisms of SETD2‐dependent epigenetic alterations and to identify genes associated with SETD2 and H3K36me3 on a genome‐wide scale in the kidney, we referred to the ChIP sequencing data as described to explore possible SETD2/H3K36me3 targets.^26^ Considering that SETD2 can facilitate gene transcription, we investigated the negative regulators of the TGF‐β/Smad signalling pathway and we found that the H3K36me3 antibody occupies the Smad7 transcription start region and exon region (Figure 5A). To demonstrate the involvement of SETD2 and H3K36me3 histone marker in Smad7 transcription, we verified the occupancy of H3K36me3 in the Smad7 transcribed region using ChIP‐qPCR (Figure 5B). These results indicated that SETD2 deletion eliminates H3K36me3 modification in the transcriptional region Smad7. In addition, Smad7 protein expression was also reduced in *VHL^−KO^; Setd2^−KO^* mice compared with *VHL^−KO^* mice (Figure 5C). Furthermore, IHC and RT‐qPCR results also showed that SETD2 loss resulted in the downregulation of Smad7 expression in *VHL^−KO^; Setd2^−KO^* mice PTECs (Figure 5D,E). To better verify the fact that SETD2 can regulate Smad7 transcription in vitro, we utilised renal cell lines and demonstrated that SETD2 depletion leads to a reduction in Smad7 transcript level, while overexpression of SETD2 leads to a large increase in Smad7 expression (Figure 5F). In addition, clinical data also showed a positive correlation between SETD2 and Smad7 expression (Figure 5G). Together, these results showed that SETD2 inhibits TGF‐β/Smad signalling activation by regulating Smad7 expression. Notably, RT‐qPCR analysis showed that VHL mRNA expression level was reduced by SETD2 deficiency in the PETCs from 10‐week‐old mice (Figure 5H). This result suggested that SETD2 loss also partially affects the inhibitory function of VHL on the TGF‐β signalling pathway. Furthermore, in *VHL^−KO^; Setd2^−KO^* mice PTECs, VHL is deleted in the renal tubules, leading to activation of the TGF‐β/Smad signalling pathway.

**FIGURE 5:**
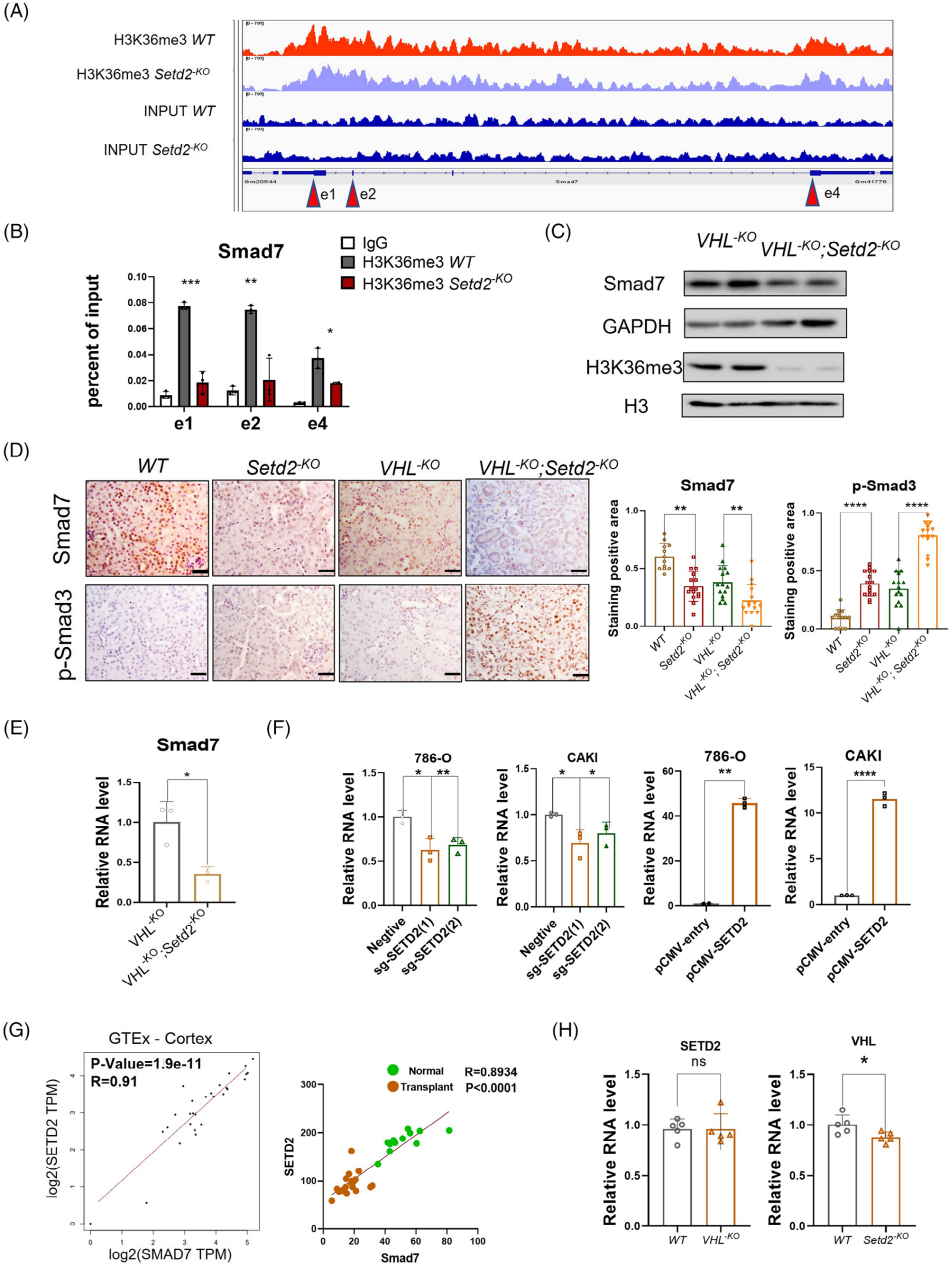
SET domain‐containing 2 (SETD2) inhibits transforming growth factor‐β (TGF‐β)/Smad signalling activation by regulating Smad7 expression. (A) Snapshot of H3K36me3 chromatin immunoprecipitation sequencing (ChIP‐Seq) signals at the Smad7 gene loci in primary tubular epithelial cells (PTECs). (B) ChIP‐qPCR analysis of H3K36me3 occupancy to gene body‐retained locus using immunoglobulin G (IgG) as the control (*n* = 3). (C) Western blot analysis of the Smad7 protein level in *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice. (D) Immunohistochemistry (IHC) staining and statistics of Smad7 and p‐Smad3 in *WT*, *Setd2^−KO^*, *VHL^−KO^* and *VHL^−KO^; Setd2^−KO^* mice (*n* = 8). Scale bars: 50 μm. (E) The mRNA expression levels of Smad7 in *VHL^−KO^; Setd2^−KO^* mice and *VHL^−KO^* mice (*n* = 8). (F) Changes in Smad7 mRNA expression in 786‐O and CAKI cells after SETD2 knockdown or overexpression (*n* = 3). (G) Correlation between SETD2 and Smad7 expression levels in normal kidney tissues and GSE135327. Statistical significance was determined using the Pearson correlation coefficient. (H) The SETD2 expression level in 10‐week‐old *WT* and *VHL^−KO^* mice and Von Hippel–Lindau (VHL) expression in 10‐week‐old *WT* and *Setd2^−KO^* mice. The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001. WT, wild type.

### 3.6 SETD2 deletion leads to fibrosis through activation of the TGF‐β/Smad signalling pathway in vitro

To further validate the effect of SETD2 on the TGF‐β/Smad signalling pathway and exclude the effect of the pro‐fibrotic environment, we deleted SETD2 through the CRISPR‐Cas9 method in HK2 cells. SETD2 deletion resulted in increased expression of p‐Smad3 and decreased expression of Smad7 in HK2 (Figure 6A,B). IF results presented that SETD2 deficiency resulted in the activation of the TGF‐β/Smad signalling pathway (Figure 6C,D). In addition, the mRNA levels of COL1A1, COL1A2 and FN1, which are the target genes of p‐Smad2/3, are increased in the absence of SETD2 (Figure 6E). IF results showed that FN protein expression levels increased after SETD2 deletion (Figure 6F). Considering that SETD2 inhibits TGF‐β/Smad signalling activation by regulating Smad7 expression, we performed a gene rescue experiment with Smad7 overexpression in HK2 cells. And the results showed that Smad7 overexpression inhibited the TGF‐β/Smad signal pathway caused by SETD2 and VHL deletion (Figure 6G). In addition, we further confirmed that SETD2 overexpression could facilitate Smad7 transcription to inhibit the TGF‐β/Smad signalling pathway and renal fibrosis (Figure 6H). We also found that TGF‐β can repress SETD2 expression (Figure 6I). These results indicated that SETD2 deletion leads to fibrogenesis through activation of the TGF‐β/Smad signalling pathway in vitro.

**FIGURE 6:**
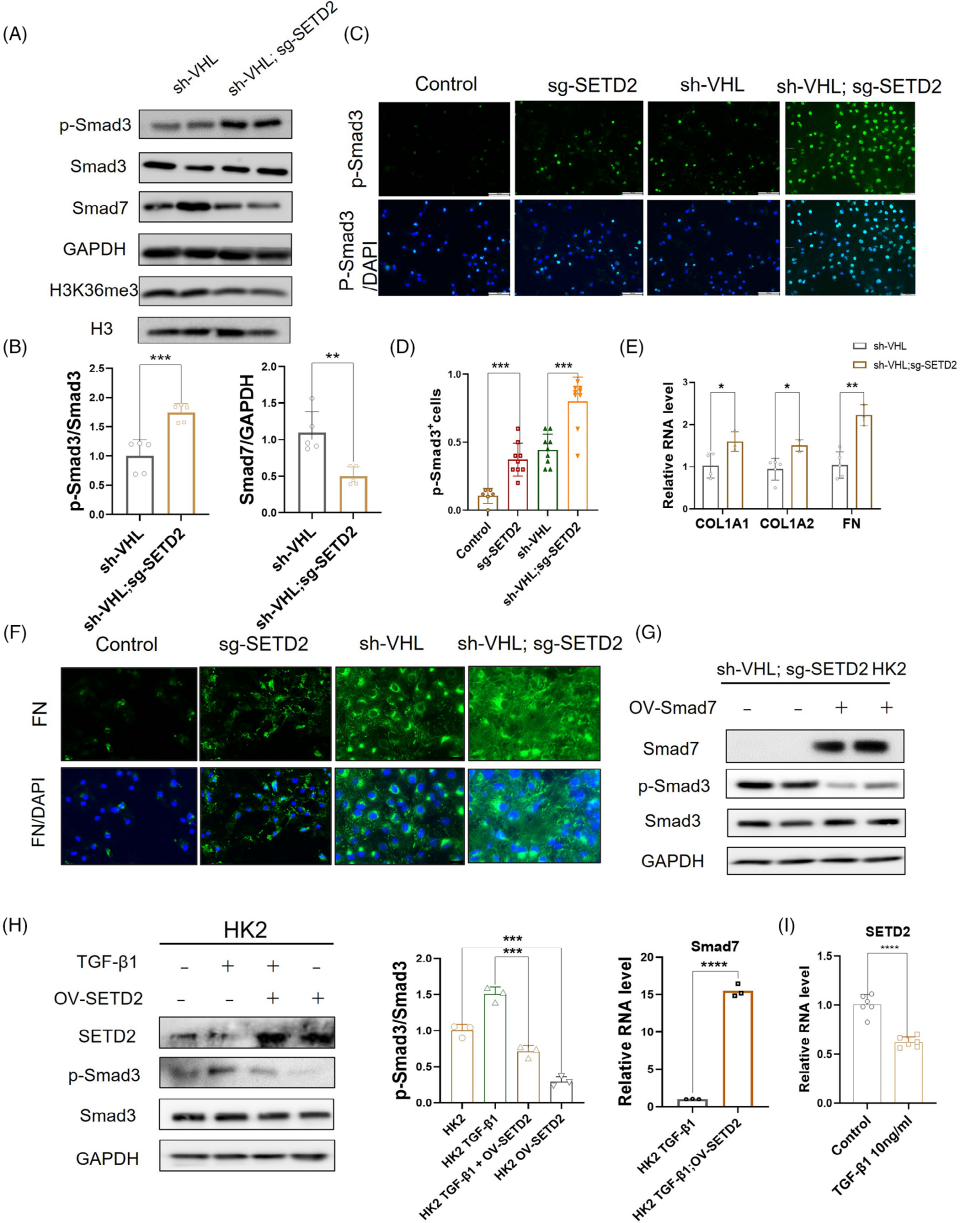
SET domain‐containing 2 (SETD2) deletion leads to fibrosis through activation of the transforming growth factor‐β (TGF‐β)/Smad signalling pathway in vitro. (A and B) The expression of p‐Smad3 and Smad7 in sh‐VHL and sh‐VHL; sg‐SETD2 HK2 cells (*n* = 4). (C) Immunofluorescence (IF) results of p‐Smad3 expression level in wild type (WT), sg‐SETD2, sh‐VHL and sh‐VHL; sg‐SETD2 HK2 cells (*n* = 4). Scale bars: 100 μm. (D) Statistical results of p‐Smad3 in WT, sg‐SETD2, sh‐VHL and sh‐VHL; sg‐SETD2 HK2 cells. (E) The mRNA levels of collagen type I alpha 1 chain (COL1A1), COL1A2 and fibronectin (FN) in sh‐VHL and sh‐VHL; sg‐SETD2 HK2 cells (*n* = 4). (F) IF results of FN expression level in WT, sg‐SETD2, sh‐VHL and sh‐VHL; sg‐SETD2 HK2 cells (*n* = 4). Scale bars: 100 μm. (G) Western blotting (WB) analysis of p‐Smad3 expression in sh‐VHL; sg‐SETD2 HK2 cells with or without OV‐Smad7. (H) WB analysis of p‐Smad3 expression in sh‐VHL; sg‐SETD2 HK2 cells with or without TGF‐β1 stimulation. (I) Changes in SETD2 mRNA expression level after TGF‐β1 stimulation. The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001. VHL, Von Hippel–Lindau.

### 3.7 Treatment with TGF‐β/Smad inhibitor rescues the renal fibrosis phenotype caused by SETD2 absence

Given that SETD2 loss‐mediated fibrogenesis is dependent on the hyperactivation of TGF‐β/Smad signalling, we next investigated whether this phenotype could be rescued efficiently by the TGF‐β/Smad signalling inhibitor. SIS3 is a novel specific Smad3 inhibitor that inhibits TGF‐β by inhibiting Smad3 phosphorylation.^46^ SIS3 or DMSO was administered by i.p. injection four times a week for 4 weeks in 12‐week‐old *VHL^−KO^; Setd2^−KO^* mice. We found that the surface of SIS3‐treated mice was relatively smoother compared to the control group (Figure 7A,B). BUN and creatinine levels were reduced in the blood of SIS3‐treated mice compared to the control group (Figure 7C). In addition, the degree of kidney fibrosis was greatly reduced in SIS3‐treated mice compared to the control group (Figure 7D,E). Meanwhile, p‐Smad3, COL1A1 and α‐SMA positive staining were reduced in drug‐treated mice compared with controls, demonstrating that the TGF‐β/Smad inhibitor can largely relieve the fibrotic phenotype (Figure 7F,G). The same results were observed in vitro (Figure 7H,I). Overall, these results suggested that inhibition of the TGF‐β/Smad signalling pathway can rescue the renal fibrosis phenotype caused by SETD2 absence.

**FIGURE 7:**
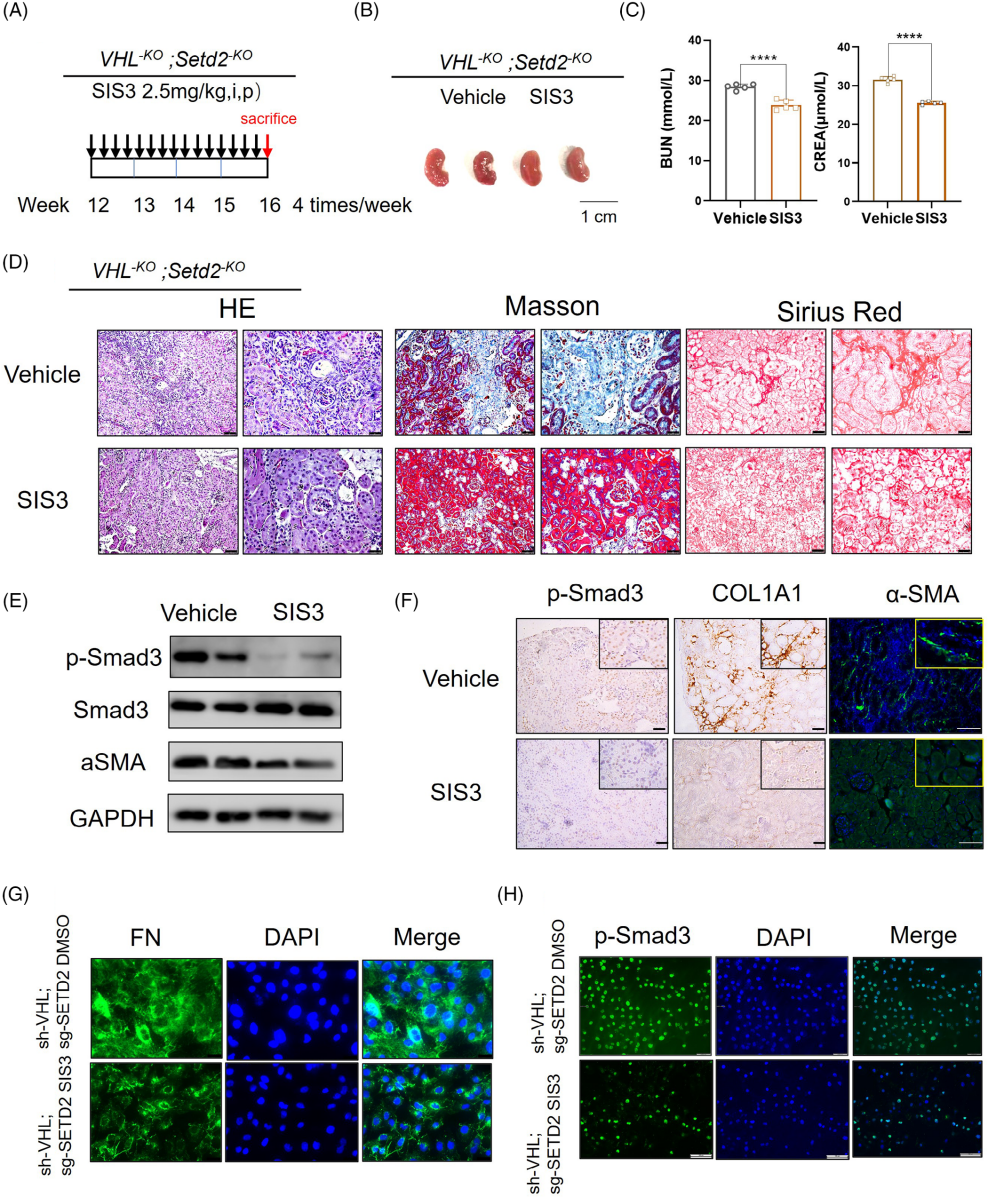
Treatment with transforming growth factor‐β (TGF‐β)/Smad inhibitor rescues the renal fibrosis phenotype caused by SET domain‐containing 2 (SETD2) absence. (A) A scheme of treatment was given for each injection (*n* = 5 mice per group). (B) Kidney volumes of *VHL^−KO^; Setd2^−KO^* mice treated with SIS3 or DMSO. Scale bars: 1 cm. (C) BUN and creatinine levels in *VHL^−KO^; Setd2^−KO^* mice treated with SIS3 or DMSO. (D) Haematoxylin and eosin (H&E), Masson's trichrome and Sirius Red staining and statistical results of *VHL^−KO^; Setd2^–KO^* mice treated with SIS3 or DMSO. (E) The protein levels of p‐Smad3 in *VHL^−KO^; Setd2^−KO^* mice treated with SIS3 or DMSO. (F) Immunohistochemistry (IHC) staining of p‐Smad3, collagen type I alpha 1 chain (COL1A1) and α‐smooth muscle actin (α‐SMA) in *VHL^−KO^; Setd2^−KO^* mice treated with SIS3 or DMSO. Scale bars: 50 μm. (G and H) Fibronectin (FN) and p‐Smad3 immunofluorescence (IF) results in sh‐VHL; sg‐SETD2 HK2 cells treated with SIS3 or DMSO. Scale bars: 100 μm. The data are represented as the mean ± standard deviation (SD). ^*^ *p* < .05, ^**^ *p* < .01, ^***^ *p* < .001, ^****^ *p* < .0001. VHL, Von Hippel–Lindau.

## 4 DISCUSSION

In this study, we demonstrated that SETD2 plays a critical role in the inhibition of the development of kidney fibrosis both in vitro and in vivo. We illustrated that SETD2 deficiency promotes renal fibrosis in VHL‐deficient mice by the activation of the TGF‐β/Smad signalling pathway. SETD2 maintains the expression level of Smad7 through H3K36me3 and inhibits the TGF‐β/Smad signalling pathway. The anti‐fibrotic effect of SETD2 provides an innovative insight into SETD2 as a potential therapeutic target for the treatment of renal fibrosis.

SETD2 is reported to be the only histone H3K36 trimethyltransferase involved in different biological processes, including DNA repair, transcription initiation and elongation^20^, ^21^, ^22^ SETD2‐mediated epigenetic alterations are associated with many diseases, especially in RCC.^23^, ^24^, ^25^ SETD2 loss perturbs the kidney cancer epigenetic landscape to promote metastasis and engenders actionable dependencies on histone chaperone complexes.^25^ Our recent studies reported that SETD2 plays important roles in intestinal immunity,^27^ suppressing inflammatory bowel disease,^28^ V(D)J recombination in normal lymphocyte development,^29^ attenuating experimental colitis,^30^ inhibiting pancreatic carcinogenesis,^31^ bone marrow mesenchymal stem cell differentiation,^32^ genomic imprinting, embryonic development,^33^ spermiogenesis^34^ and cutaneous wound healing.^35^ Based on the PKD model caused by the oncogene MYC, SETD2 deficiency accelerates the transition from PKD to RCC by regulating β‐catenin activity at the transcriptional and post‐transcriptional levels.^26^ In addition to the role of transcription regulation, SETD2 is also involved in non‐histone methylation modifications,^47^, ^48^ alternative splicing,^49^ etc. For example, it has been reported that SETD2 can restrict prostate cancer metastasis by integrating EZH2 and AMPK signalling pathways.^50^ Loss of SETD2 promotes acinar‐to‐ductal metaplasia and epithelial–mesenchymal transition during pancreatic carcinogenesis induced by Kras.^31^

There is evidence suggesting increased expression and activation of TGF‐β/Smad in human kidney disease. TGF‐β/Smad signalling pathway has important regulatory roles in inflammation, cancer, immunity and fibrosis.^51^, ^52^, ^53^ TGF‐β/Smad signalling pathway is the primary factor that drives renal fibrosis.^12^ Few studies have been conducted between SETD2 and the TGF‐β/Smad signalling pathway, especially in the field of renal diseases. Smad7 is a negative feedback inhibitor of the TGF‐β/Smad signalling pathway.^54^ Smad7 can recruit Smurf1 and Smurf2 to degrade TGFR1. In addition, Smad7 can inhibit the TGF‐β/Smad signalling pathway by competing with Smad2/3 for bounding to TGFR1 to prevent the phosphorylation of Smad2/3. SIS3 is a selective Smad3 inhibitor that attenuates TGF‐β1‐dependent Smad3 phosphorylation and DNA binding.^46^ SIS3 can alleviate many diseases, such as lung cancer.^55^ The results that SIS3 can treat fibrosis caused by SETD2 inactivation to some extent prove that the clinical application of SIS3 will be more desirable for patients with reduced SETD2 expression.

SETD2 and VHL are both commonly mutated genes in renal cell cancer. The expression of SETD2 and VHL is positively correlated in patients with renal fibrosis and renal cancer, indicating their clinical significance. Available studies have suggested that VHL protein can also ubiquitinate Smad3.^56^, ^57^ In this study, we found that SETD2 and VHL could jointly inhibit TGF‐β/Smad signalling pathway activation. Deletion of SETD2 results in reduced expression of Smad7, leading to the failure to inhibit the TGF‐β signalling pathway. Meanwhile, the lack of VHL leads to the excessive accumulation of Smad3, which promotes the TGF‐β signalling pathway. The combined effect of the two aspects results in the excessive activation of the TGF‐β signalling pathway. However, as important regulatory molecules, SETD2 and VHL are involved in various biological processes. The potential interaction between VHL and SETD2 is unknown and undoubtedly complex. And it will also be a major focus of our future work.

In summary, we established a mouse model of renal fibrosis driven by deficiency of SETD2 and VHL. SETD2 deficiency resulted in severe renal fibrosis in the absence of VHL, and based on these results, we found that SETD2 deletion can lead to reduced expression of Smad7 by H3K36me3, which activates the TGF‐β/Smad signalling pathway and leads to renal fibrosis. In addition, TGF‐β inhibitor can rescue the phenotype caused by SETD2 absence. For clinical translation, pharmaceutical investigation of the cross‐talk between SETD2 and TGF‐β/Smad signalling may provide a potentially promising strategy to prevent renal fibrogenesis in patients (Supporting Information).

## CONFLICT OF INTEREST STATEMENT

The authors declare they have no conflicts of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The datasets used and/or analysed during this study are available from the corresponding author upon reasonable request. RNA sequencing raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE213922. ChIP sequencing: GSE125528.

## References

[1] Kalantar‐Zadeh K , Jafar TH , Nitsch D , Neuen BL , Perkovic V . Chronic kidney disease. Lancet North Am Ed. 2021;398(10302):786‐802. doi:10.1016/S0140-6736(21)00519-5 34175022

[2] Romagnani P , Remuzzi G , Glassock R , et al. Chronic kidney disease. Nat Rev Dis Primers. 2017;3(1):17088. doi:10.1038/nrdp.2017.88 29168475

[3] Liu Y . Renal fibrosis: new insights into the pathogenesis and therapeutics. Kidney Int. 2006;69(2):213‐217. doi:10.1038/sj.ki.5000054 16408108

[4] Bello AK , Levin A , Lunney M , et al. Status of care for end stage kidney disease in countries and regions worldwide: international cross sectional survey. BMJ. 2019;367:l5873. doi:10.1136/bmj.l5873 31672760

[5] Okuda Y , Soohoo M , Tang Y , et al. Estimated GFR at dialysis initiation and mortality in children and adolescents. Am J Kidney Dis. 2019;73(6):797‐805. doi:10.1053/j.ajkd.2018.12.038 30833086

[6] Kurella Tamura M , Desai M , Kapphahn KI , Thomas IC , Asch SM , Chertow GM . Dialysis versus medical management at different ages and levels of kidney function in veterans with advanced CKD. JASN. 2018;29(8):2169‐2177. doi:10.1681/ASN.2017121273 29789430PMC6065074

[7] Crews DC , Scialla JJ , Boulware LE , et al. Comparative effectiveness of early versus conventional timing of dialysis initiation in advanced CKD. Am J Kidney Dis. 2014;63(5):806‐815. doi:10.1053/j.ajkd.2013.12.010 24508475PMC4117406

[8] Yamamoto T , Nakamura T , Noble NA , Ruoslahti E , Border WA . Expression of transforming growth factor 18 is elevated in human and experimental diabetic nephropathy. Med Sci. 1993:5.10.1073/pnas.90.5.1814PMC459707680480

[9] Wang SN , Lapage J , Hirschberg R . Role of glomerular ultrafiltration of growth factors in progressive interstitial fibrosis in diabetic nephropathy. Kidney Int. 2000;57(3):1002‐1014. doi:10.1046/j.1523-1755.2000.00928.x 10720953

[10] Sato M , Muragaki Y , Saika S , Roberts AB , Ooshima A . Targeted disruption of TGF‐β1/Smad3 signaling protects against renal tubulointerstitial fibrosis induced by unilateral ureteral obstruction. J Clin Invest. 2003;112(10):1486‐1494. doi:10.1172/JCI200319270 14617750PMC259132

[11] Inazaki K , Kanamaru Y , Kojima Y , et al. Smad3 deficiency attenuates renal fibrosis, inflammation, and apoptosis after unilateral ureteral obstruction. Kidney Int. 2004;66(2):597‐604. doi:10.1111/j.1523-1755.2004.00779.x 15253712

[12] Meng X , Nikolic‐Paterson DJ , Lan HY . TGF‐β: the master regulator of fibrosis. Nat Rev Nephrol. 2016;12(6):325‐338. doi:10.1038/nrneph.2016.48 27108839

[13] Kavsak P , Rasmussen RK , Causing CG , et al. Smad7 binds to Smurf2 to form an E3 ubiquitin ligase that targets the TGFβ receptor for degradation. Mol Cell. 2000;6(6):1365‐1375.1116321010.1016/s1097-2765(00)00134-9

[14] Shi Y , Massagué J . Mechanisms of TGF‐beta signaling from cell membrane to the nucleus. Cell. 2003;113(6):685‐700. doi:10.1016/s0092-8674(03)00432-x 12809600

[15] Kato M , Natarajan R . Diabetic nephropathy–emerging epigenetic mechanisms. Nat Rev Nephrol. 2014;10(9):517‐530. doi:10.1038/nrneph.2014.116 25003613PMC6089507

[16] Skvortsova K , Iovino N , Bogdanović O . Functions and mechanisms of epigenetic inheritance in animals. Nat Rev Mol Cell Biol. 2018;19(12):774‐790. doi:10.1038/s41580-018-0074-2 30425324

[17] Majumder S , Thieme K , Batchu SN , et al. Shifts in podocyte histone H3K27me3 regulate mouse and human glomerular disease. J Clin Invest. 2017;128(1):483‐499. doi:10.1172/JCI95946 29227285PMC5749498

[18] Sun G , Reddy MA , Yuan H , Lanting L , Kato M , Natarajan R . Epigenetic histone methylation modulates fibrotic gene expression. J Am Soc Nephrol. 2010;21(12):2069‐2080. doi:10.1681/ASN.2010060633 20930066PMC3014020

[19] Edmunds JW , Mahadevan LC , Clayton AL . Dynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation. EMBO J. 2008;27(2):406‐420. doi:10.1038/sj.emboj.7601967 18157086PMC2168397

[20] Kanu N , Grönroos E , Martinez P , et al. SETD2 loss‐of‐function promotes renal cancer branched evolution through replication stress and impaired DNA repair. Oncogene. 2015;34(46):5699‐5708. doi:10.1038/onc.2015.24 25728682PMC4660036

[21] Zhang Y , Xie S , Zhou Y , et al. H3K36 histone methyltransferase Setd2 is required for murine embryonic stem cell differentiation toward endoderm. Cell Rep. 2014;8(6):1989‐2002. doi:10.1016/j.celrep.2014.08.031 25242323

[22] Yuan H , Li N , Fu D , et al. Histone methyltransferase SETD2 modulates alternative splicing to inhibit intestinal tumorigenesis. J Clin Invest. 2017;127(9):3375‐3391. doi:10.1172/JCI94292 28825595PMC5669571

[23] Gerlinger M , Horswell S , Larkin J , et al. Genomic architecture and evolution of clear cell renal cell carcinomas defined by multiregion sequencing. Nat Genet. 2014;46(3):225‐233. doi:10.1038/ng.2891 24487277PMC4636053

[24] Morris MR , Latif F . The epigenetic landscape of renal cancer. Nat Rev Nephrol. 2017;13(1):47‐60. doi:10.1038/nrneph.2016.168 27890923

[25] Xie Y , Sahin M , Sinha S , et al. SETD2 loss perturbs the kidney cancer epigenetic landscape to promote metastasis and engenders actionable dependencies on histone chaperone complexes. Nat Cancer. 2022;3(2):188‐202. doi:10.1038/s43018-021-00316-3 35115713PMC8885846

[26] Rao H , Li X , Liu M , et al. Multilevel regulation of β‐catenin activity by SETD2 suppresses the transition from polycystic kidney disease to clear cell renal cell carcinoma. Cancer Res. 2021;81(13):3554‐3567. doi:10.1158/0008-5472.CAN-20-3960 33910928

[27] Chang J , Ji X , Deng T , et al. Setd2 determines distinct properties of intestinal ILC3 subsets to regulate intestinal immunity. Cell Rep. 2022;38(11):110530. doi:10.1016/j.celrep.2022.110530 35294891

[28] Chen Y , Liu M , Wang W , et al. Loss of Setd2 associates with aberrant microRNA expression and contributes to inflammatory bowel disease progression in mice. Genomics. 2021;113(4):2441‐2454. doi:10.1016/j.ygeno.2021.05.034 34052319

[29] Ji Z , Sheng Y , Miao J , et al. The histone methyltransferase Setd2 is indispensable for V(D)J recombination. Nat Commun. 2019;10(1):3353. doi:10.1038/s41467-019-11282-x 31350389PMC6659703

[30] Liu M , Rao H , Liu J , et al. The histone methyltransferase SETD2 modulates oxidative stress to attenuate experimental colitis. Redox Biol. 2021;43:102004. doi:10.1016/j.redox.2021.102004 34020310PMC8141928

[31] Niu N , Lu P , Yang Y , et al. Loss of Setd2 promotes Kras‐induced acinar‐to‐ductal metaplasia and epithelia–mesenchymal transition during pancreatic carcinogenesis. Gut. 2020;69(4):715‐726. doi:10.1136/gutjnl-2019-318362 31300513

[32] Wang L , Niu N , Li L , Shao R , Ouyang H , Zou W . H3K36 trimethylation mediated by SETD2 regulates the fate of bone marrow mesenchymal stem cells. PLoS Biol. 2018;16(11):e2006522. doi:10.1371/journal.pbio.2006522 30422989PMC6233919

[33] Xu Q , Xiang Y , Wang Q , et al. SETD2 regulates the maternal epigenome, genomic imprinting and embryonic development. Nat Genet. 2019;51(5):844‐856. doi:10.1038/s41588-019-0398-7 31040401

[34] Zuo X , Rong B , Li L , Lv R , Lan F , Tong MH . The histone methyltransferase SETD2 is required for expression of acrosin‐binding protein 1 and protamines and essential for spermiogenesis in mice. J Biol Chem. 2018;293(24):9188‐9197. doi:10.1074/jbc.RA118.002851 29716999PMC6005419

[35] Li X , Liu C , Zhu Y , et al. SETD2 epidermal deficiency promotes cutaneous wound healing via activation of AKT/mTOR signalling. Cell Prolif. 2021;54(6):e13045. doi:10.1111/cpr.13045 33949020PMC8168411

[36] Dizman N , Philip EJ , Pal SK . Genomic profiling in renal cell carcinoma. Nat Rev Nephrol. 2020;16(8):435‐451. doi:10.1038/s41581-020-0301-x 32561872

[37] Gossage L , Eisen T , Maher ER . VHL, the story of a tumour suppressor gene. Nat Rev Cancer. 2015;15(1):55‐64. doi:10.1038/nrc3844 25533676

[38] Haase VH . The VHL/HIF oxygen‐sensing pathway and its relevance to kidney disease. Kidney Int. 2006;69(8):1302‐1307. doi:10.1038/sj.ki.5000221 16531988

[39] Lehmann H , Vicari D , Wild PJ , Frew IJ . Combined deletion of Vhl and Kif3a accelerates renal cyst formation. J Am Soc Nephrol. 2015;26(11):2778. doi:10.1681/ASN.2014090875 25788526PMC4625677

[40] Guinot A , Lehmann H , Wild PJ , Frew IJ . Combined deletion of Vhl, Trp53 and Kif3a causes cystic and neoplastic renal lesions. J Pathol. 2016;239(3):365‐373. doi:10.1002/path.4736 27126173

[41] Albers J , Rajski M , Schönenberger D , et al. Combined mutation of Vhl and Trp53 causes renal cysts and tumours in mice. EMBO Mol Med. 2013;5(6):949‐964. doi:10.1002/emmm.201202231 23606570PMC3779454

[42] Terryn S , Jouret F , Vandenabeele F , et al. A primary culture of mouse proximal tubular cells, established on collagen‐coated membranes. Am J Physiol Renal Physiol. 2007;293(2):F476‐485. doi:10.1152/ajprenal.00363.2006 17475898

[43] Wang Y , Wang M , Ning F , et al. A novel role of BK potassium channel activity in preventing the development of kidney fibrosis. Kidney Int. 2022;101(5):945‐962. doi:10.1016/j.kint.2021.11.033 34968553

[44] Chen YT , Jhao PY , Hung CT , et al. Endoplasmic reticulum protein TXNDC5 promotes renal fibrosis by enforcing TGF‐β signaling in kidney fibroblasts. J Clin Invest. 2021;131(5):e143645. doi:10.1172/JCI143645 33465051PMC7919722

[45] Nguyen‐Tran HH , Nguyen TN , Chen CY , Hsu T . Endothelial reprogramming stimulated by oncostatin M promotes inflammation and tumorigenesis in VHL‐deficient kidney tissue. Cancer Res. 2021;81(19):5060‐5073. doi:10.1158/0008-5472.CAN-21-0345 34301760PMC8974431

[46] Jinnin M , Ihn H , Tamaki K . Characterization of SIS3, a novel specific inhibitor of Smad3, and its effect on transforming growth factor‐beta1‐induced extracellular matrix expression. Mol Pharmacol. 2006;69(2):597‐607. doi:10.1124/mol.105.017483 16288083

[47] Park IY , Powell RT , Tripathi DN , et al. Dual chromatin and cytoskeletal remodeling by SETD2. Cell. 2016;166(4):950‐962. doi:10.1016/j.cell.2016.07.005 27518565PMC5101839

[48] Chen K , Liu J , Liu S , et al. Methyltransferase SETD2‐mediated methylation of STAT1 is critical for interferon antiviral activity. Cell. 2017;170(3):492‐506.e14. doi:10.1016/j.cell.2017.06.042 28753426

[49] Kornblihtt AR . Epigenetics at the base of alternative splicing changes that promote colorectal cancer. J Clin Invest. 2017;127(9):3281‐3283. doi:10.1172/JCI96497 28825597PMC5669579

[50] Yuan H , Han Y , Wang X , et al. SETD2 restricts prostate cancer metastasis by integrating EZH2 and AMPK signaling pathways. Cancer Cell. 2020;38(3):350‐365. doi:10.1016/j.ccell.2020.05.022 32619406

[51] Batlle E , Massagué J . Transforming growth factor‐β signaling in immunity and cancer. Immunity. 2019;50(4):924‐940. doi:10.1016/j.immuni.2019.03.024 30995507PMC7507121

[52] Lan HY . Diverse roles of TGF‐β/Smads in renal fibrosis and inflammation. Int J Biol Sci. 2011;7(7):1056‐1067. doi:10.7150/ijbs.7.1056 21927575PMC3174390

[53] Nolte M , Margadant C . Controlling immunity and inflammation through integrin‐dependent regulation of TGF‐β. Trends Cell Biol. 2020;30(1):49‐59. doi:10.1016/j.tcb.2019.10.002 31744661

[54] Monteleone G , Pallone F , MacDonald TT . Smad7 in TGF‐beta‐mediated negative regulation of gut inflammation. Trends Immunol. 2004;25(10):513‐517. doi:10.1016/j.it.2004.07.008 15364052

[55] Lian GY , Wan Y , Mak TSK , et al. Self‐carried nanodrug (SCND‐SIS3): a targeted therapy for lung cancer with superior biocompatibility and immune boosting effects. Biomaterials. 2022;288:121730. doi:10.1016/j.biomaterials.2022.121730 35995622

[56] Zhou J , Dabiri Y , Gama‐Brambila RA , et al. pVHL‐mediated SMAD3 degradation suppresses TGF‐β signaling. J Cell Biol. 2021;221(1):e202012097. doi:10.1083/jcb.202012097 34860252PMC8650352

[57] Yang J , Ruan Y , Wang D , et al. VHL‐recruiting PROTAC attenuates renal fibrosis and preserves renal function via simultaneous degradation of Smad3 and stabilization of HIF‐2α. Cell Biosci. 2022;12(1):203. doi:10.1186/s13578-022-00936-x 36536448PMC9761961

# Supplementary material for: SETD2 deficiency promotes renal fibrosis through the TGF‐β/Smad signalling pathway in the absence of VHL
**Source:** Clin Transl Med. 2023 Nov 7;13(11):e1468. doi: 10.1002/ctm2.1468
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary material**

**Primers**

Primers for Real-time PCR and ChIP-qPCR

| mTgfbr1-F | TCTGCATTGCACTTATGCTGA |
| --- | --- |
| mTgfbr1-R | AAAGGGCGATCTAGTGATGGA |
| mTgfb2-F | CTTCGACGTGACAGACGCT |
| mTgfb2-R | GCAGGGGCAGTGTAAACTTATT |
| msmad4-F | ACACCAACAAGTAACGATGCC |
| msmad4-R | GCAAAGGTTTCACTTTCCCCA |
| mCOL1A1-F | GCTCCTCTTAGGGGCCACT |
| mCOL1A1-R | CCACGTCTCACCATTGGGG |
| mFibronectin-F | ATGTGGACCCCTCCTGATAGT |
| mFibronectin-R | GCCCAGTGATTTCAGCAAAGG |
| mαSMA-F | GTCCCAGACATCAGGGAGTAA |
| mαSMA-R | TCGGATACTTCAGCGTCAGGA |
| mTNFα-F | CGTCAGCCGATTTGCTATCT |
| mTNFα-R | CGGACTCCGCAAAGTCTAAG |
| mIL-6-F | AGTTGCCTTCTTGGGACTGA |
| mIL-6-R | CAGAATTGCCATTGCACAAC |
| mIL-1α-F | GAGAGCCGGGTGACAGTATC |
| mIL-1α-R | TGACAAACTTCTGCCTGACG |
| mIL-1β-F | GAAATGCCACCTTTTGACAGTG |
| mIL-1β-R | TGGATGCTCTCATCAGGACAG |
| mIL-13-F | AAGGAGCTTATTGAGGAGCTG |
| mIL-13-R | TCAGGGAATCCAGGGCTACA |
| mCcl2-F | TTAAAAACCTGGATCGGAACCAA |
| mCcl2-R | GCATTAGCTTCAGATTTACGGGT |
| mCxcl1-F | CTGGGATTCACCTCAAGAACATC |
| mCxcl1-R | CAGGGTCAAGGCAAGCCTC |
| mGapdh-F | AGGTCGGTGTGAACGGATTTG |
| mGapdh-R | TGTAGACCATGTAGTTGAGGTCA |
| hGapdh-F | AGAAGGCTGGGGCTCATTTG |
| hGapdh-R | AGGGGCCATCCACAGTCTTC |
| mSmad7-F | GGCCGGATCTCAGGCATTC |
| mSmad7-R | TTGGGTATCTGGAGTAAGGAGG |
| hSmad7-F | GGACAGCTCAATTCGGACAAC |
| hSamd7-R | GTACACCCACACACCATCCAC |
| (ChIP)Smad7-1 F | CGCCTGCTGCCCCAACTCGGCG |
| (ChIP)Smad7-1 R | GTCGTTTGCCGGCTAAGGAGCG |
| (ChIP)Smad7-2 F | CAGTCCTAGGGCCCATCCCT |
| (ChIP)Smad7-2 R | AGGACTTGTCCCTGCGGCC |
| (ChIP)Smad7-4 F | GGTGGCATACTGGGAGGAG |
| (ChIP)Smad7-4 R | GATATCCAGGGAGGGCTCTTG |
| mSETD2-F | CATAGCTGTGAACCAAACTGTGA |
| mSETD2-R | TAATTCTGAGCCTGAAGGAACTA |
| hSETD2-F | GAACCCTTACCGGAAACCTGA |
| hSETD2-R | CAGGTCCTCAGGATTCTTACAG |

Primers for CRISPR/Cas9 mediated SETD2 knockout and shRNA vector construction

| sg-SETD2 Sense 5’-3’ | caccgAGAAATCAGTCGGCAGGACA |
| --- | --- |
| sg-SETD2 Antisense 5’-3’ | aaacTGTCCTGCCGACTGATTTCTC |
| sh-VHL | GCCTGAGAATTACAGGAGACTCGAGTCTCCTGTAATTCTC AGGC |

How the deposited data were processed for this re-analysis (not part of the article)

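RNA-seq counts were analysed for PTECs of 6 mice at 10 weeks of age, 3 labelled VHL-KO (replicates 1, 2 and 4) and 3 labelled VHL-KO; Setd2-KO (replicates 2, 3 and 4). The genotype and replicate of each library came from the sample labels and from the paper, which gives the age, the cells and 3 mice per group. The authors extracted RNA, prepared directional libraries, sequenced paired ends on an Illumina platform and deposited raw counts per gene symbol for each library. The paper's text does not name how reads were aligned and counted, so the genome build, the annotation and the use of strand behind the counts are unknown, and no coordinates are given. The number of per-sample columns left unused was 0.

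Totals ranged from 11168552 to 17883466 counts per library. The smallest signal taken as detectable was 3 counts, which corresponds to 0.168 to 0.269 CPM. This covers counting error only, since reads without molecular identifiers are not independent molecules.

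From the deposited counts, TMM factors and edgeR's quasi-likelihood test were computed with edgeR 4.0.16 in R 4.3.3 on the 14611 of 46095 genes that passed filterByExpr, with the genotype label as the only factor. Genes were called at a p-value under 0.05, unadjusted or adjusted by the Benjamini-Hochberg method, and an unshrunken fold change of at least 1.5. Log2 CPM used a prior count of 2. Adjusted p-values of single genes are from edgeR unless DESeq2 1.42.0 or limma 3.58.1 is named. Separation of the labels was tested by exact permutation of the labels over the 10 splits of the 6 libraries into groups of 3.

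Gene sets were the 1457 mouse Reactome sets distributed with fgsea 1.28.0, used in place of GO and KEGG lists. Gene set enrichment used sets of 15 to 500 tested genes, the signal-to-noise ratio of CPM with the SD held at or above 0.2 of the mean, a weight of 1 and 10000 permutations of gene labels with random seed 1. Over-representation used sets of 10 to 500 tested genes and a one-sided Fisher's exact test, with the 4800 tested genes in the Reactome table as the background. Of the tested genes, 14389 matched a gene ID. Lists of marker genes for 8 kidney and immune cell types were tested with limma's camera at an inter-gene correlation of 0.01.

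The genes named in the text are all mouse genes that the paper names or has RT-qPCR primers for, and up to 4 genes with the largest rise and 4 with the largest fall among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the labels. Only Gm6344 met the second rule. Not every gene under the first rule is reported by name. Rpl29, Xist and the Y-linked genes were chosen after their values were seen.

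The replicate numbers 2 and 4 occur under both labels in the sample labels, and this is where the pairing comes from. The paper's text does not say that same-numbered mice were paired, so the fit without a block was used. The fit with the replicate number as a block was an alternative. Its difference between labels rests on replicates 2 and 4 alone, since the other libraries have no partner of the same number. The other alternatives set in advance were DESeq2's size factors within edgeR (RLE), DESeq2's Wald test, limma-voom, no filter on low counts, at least 10 counts in every sample, library sizes without the 20 genes with the highest counts, a fold change of at least 2, a test against a 1.5-fold change (glmTreat), other rankings and camera for gene sets, other calls and backgrounds for over-representation, other distances for the separation of the labels, and leaving out each library in turn. Limma-voom with sample quality weights, DESeq2 without the library labelled VHL-KO replicate 4, an offset for transcript length and GC content, the fold change alone, and crossed pairs were added after the data had been seen.

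The fits were tested on simulated data with 200 genes changed by 4-fold, drawn with the libraries' own means and sizes. At a dispersion of 0.05, edgeR called 195 of the changed genes with 12 false calls among 207, and DESeq2 called 187 with 14 false calls among 201. At a dispersion of 0.272, as in the libraries themselves, edgeR called 30 with 2 false calls among 32 and DESeq2 called 85 with 20 false calls among 105. At the dispersion of 0.05, the TGF-beta set shifted by 2-fold was found by gene set enrichment (adjusted p = 0.00475), by camera and by over-representation. The set tests were not simulated at the dispersion of 0.272, so their power at the spread of these libraries is unknown. Transcript lengths and GC content came from GENCODE transcripts and covered 94.6% of the tested genes. The order of genes along chromosomes came from RefSeq's table for GRCm38.p6.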

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

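The test described here was chosen only after the counts had been seen. Xist had 11704 counts in the library labelled VHL-KO; Setd2-KO replicate 3. It had 1, 3 and 0 counts in the libraries labelled VHL-KO replicates 1, 2 and 4, and 1 and 4 counts in those labelled VHL-KO; Setd2-KO replicates 2 and 4. What stands out is a signal in a gene that the paper does not discuss, far above the 3 counts taken as the smallest signal and absent at that level from every library labelled VHL-KO. Xist is transcribed from the inactive X chromosome of female cells. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 1 count in this library. They had 3246, 2071 and 260 counts in the libraries labelled VHL-KO replicates 1, 2 and 4, and 3050 and 3283 counts in those labelled VHL-KO; Setd2-KO replicates 2 and 4. A mixed sample of male and female cells would carry both signals, and the summed Y-linked count of 1 goes against that explanation. The counts are raw, so no normalization by the authors is involved, and library sizes differed by far less than these counts. The values are consistent with 1 female mouse among 5 males, a hypothesis found and tested on the same libraries. The paper states that male and female mice of both genotypes were used at later ages and does not give the sex of the sequenced mice. No group of more than 1 library differs in sex, so a difference due to sex and a difference specific to this mouse cannot be told apart.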

How the results depend on the processing

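The alternatives were set before the data were examined, except limma-voom with sample quality weights, DESeq2 without the library labelled VHL-KO replicate 4, edgeR with a length and GC offset, the fold change alone and crossed pairs, which were chosen after seeing the data. For every change of result given here, the cause was not tested unless a value is named for it under the other observations. The splits of the samples were counted among the 4 of the 10 splits into groups of 3 that part both same-numbered pairs, as the real split does, so their share is never under 0.05. The other 6 splits keep a same-numbered pair in one group. The replicate block, crossed or not, takes the difference between labels from the libraries numbered 2 and 4 alone.

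The count of genes higher at an unadjusted p was 387, and it was 634 with no filter on low counts, 93 with the replicate block, 143 with the crossed replicate block, 2124 with sample quality weights, 1485 with DESeq2 without the library labelled VHL-KO replicate 4, 773 with the length and GC offset and 2725 on the fold change alone. It ranged from 179 to 1243 across the 6 fits that each left out one library. In 3 of the 4 splits as many genes or more were found in one direction or the other. The count of genes lower was 684, and it was 1123 with DESeq2, 54 with the replicate block, 85 with the crossed replicate block, 1527 with sample quality weights, 1125 with DESeq2 without that library, 1258 with the length and GC offset and 3680 on the fold change alone. It ranged from 206 to 1078 with each library left out. Only the real split, 1 of the 4, gave as many. Shared genes with the lists of 387 and 684 numbered 19 and 36 under the block, 360 and 589 under quality weights and 349 and 497 under DESeq2 without that library.

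At an adjusted p, the count of genes higher was 0 (387 at an unadjusted p), against 2 with DESeq2, 1452 with sample quality weights and 496 with DESeq2 without the library labelled VHL-KO replicate 4. It was 0 in all 6 edgeR fits that left out one library. All 4 of the 4 splits give at least 0 whatever the data, so the splits say nothing about this count. The count of genes lower was 1, against 47 with DESeq2, 2 with no filter, 0 with at least 10 counts in every sample, a filter that removes Gm6344, 1205 with sample quality weights and 683 with DESeq2 without that library. It ranged from 0 to 1 with each library left out, and only the real split, 1 of the 4, gave as many. Of the genes called at an unadjusted p, 36.1% were higher, against 30.0% with RLE normalization, 46.5% with limma-voom, 28.6% with DESeq2 and 63.3% with the block. With each library left out this share ranged from 16.9%, without VHL-KO replicate 1, to 53.7%, without VHL-KO replicate 4. It was 58.2% with sample quality weights, so which direction held more calls depended on the setting. The median log2 fold change of all tested genes was 0.0093, against -0.032 with RLE normalization, 0.13 with limma-voom and 0.11 with the block.

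The separation of the labels was 10.4 and ranged from -13.3 to 39.8 with each library left out. It kept its direction with 1 minus Spearman's correlation and with the 500 most variable genes. For over-representation, 0 sets passed in either direction at the adjusted threshold. At the unadjusted threshold 1 set passed among the higher genes and 19 among the lower, and DESeq2's adjusted calls gave 3 among the lower. The 1 set was reached in 3 of the 4 splits, and the 19 sets in 1 of the 4, the real split. With another background, with the block and with each library left out the count stayed at 0, but at most 1 called gene was in the table there, so these settings show no stability.

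For gene set enrichment, the TGF-beta set kept its direction except when genes were ranked by signed root F, where it was lower with an adjusted p of 0.962. All 4 of the 4 splits gave a score as far from 0. The PI3K-AKT set ranged in adjusted p from 0.245 to 1 with each library left out, and 3 of the 4 splits gave a score as far from 0. With the replicate block, the adjusted p was 0.105 for the TGF-beta set and 0.358 for the PI3K-AKT set, beside correlations of same-numbered libraries of 0.16 and -0.32, whose mean is -0.0771. Apoptosis turned to lower with signed root F (adjusted p = 0.701), with camera (0.938) and with RLE normalization (1). With each library left out it turned to lower in 3 of the 6 fits, and its adjusted p ranged from 0.485 to 1. Collagen formation turned to lower with the block (0.158). Its adjusted p ranged from 0.00326 to 0.773 with each library left out. Extracellular matrix organization no longer passed with camera (0.266) or the block (0.995), and ranged from 0.00326 to 0.464 with each library left out. The sets for fatty acid metabolism and beta-oxidation passed with the block, at 0.0324 and 0.0336. With each library left out they ranged from 0.00830 to 0.520 and from 0.0161 to 0.414. Among the alternatives set in advance that left out no library, 41 gene set results kept their direction and their side of the threshold.

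The Setd2 log2 fold change kept its direction and its side of the threshold under all its alternatives. That of Smad7 did too, except that DESeq2's Wald test gave it no adjusted p. RLE normalization turned Tgfb1 to -0.038. Limma-voom turned Tgfb1 to -0.017, Col1a2 to 0.014, Acta2 to 0.095 and Cxcl1 to 0.032, and the block turned Cxcl1 to 2.12. Sample quality weights turned Smad3 to 0.044, Tgfbr1 to -0.13, Col1a2 to 0.75, Acta2 to 1.11 and Ccl2 to 0.060. DESeq2 without the library labelled VHL-KO replicate 4 turned Vhl to 0.11, Smad2 to -0.075, Smad3 to 0.00088, Tgfbr1 to -0.11, Col1a1 to 0.63, Col1a2 to 0.76, Acta2 to 1.67, Il1b to -0.27, Ep300 to -0.0036, Col4a3 to -0.16, Umod to 0.27 and Cd8a to 0.019. The length and GC offset turned Fn1 to -0.13. With each library left out, log2 fold changes that crossed 0 ranged from -0.42 to 0.12 for Vhl, -0.067 to 0.72 for Smad2, -0.35 to 0.0084 for Smad3, -0.027 to 0.37 for Smurf1, -0.10 to 0.77 for Tgfbr1, -0.36 to 0.49 for Tgfb1, -4.05 to 0.64 for Col1a1, -0.73 to 0.77 for Col1a2, -0.12 to 1.11 for Fn1, -1.90 to 1.68 for Acta2, -0.25 to 1.16 for Il1b, -0.64 to 0.69 for Cxcl1, -0.58 to 0.39 for Ccl2, -0.15 to 0.81 for Col4a3, -1.39 to 0.27 for Umod and -0.46 to 0.027 for Cd8a. Rpl29 passed an adjusted p of 0.05 with no filter on low counts. Gm6344 had no adjusted p with DESeq2's Wald test, and its adjusted p ranged from 0.00182 to 0.437 with each library left out. Of the other results for named genes, 261 kept their direction and their side of the threshold under the alternatives set in advance that left out no library, and 209 did with each library left out. Under the added settings 84 did, and 15 came to pass the threshold. DESeq2's Wald test gave some of the named genes no adjusted p, and these were counted as not past the threshold.

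Among the marker lists, the proximal tubule, podocyte and endothelial lists kept their direction and their side of the threshold under no filter, under the block and with each library left out. The macrophage list ranged in adjusted p from 0.000298 to 0.258 with each library left out. The block turned the collecting duct list to lower (adjusted p = 0.0108) and the thick ascending limb and distal tubule list to lower (0.567), and made the fibroblast and pericyte list pass (0.00345). No filter turned the T cell list to lower (0.970). With each library left out, adjusted p-values ranged from 0.0391 to 0.998 for T cells, from 0.0181 to 0.998 for the collecting duct, from 0.144 to 0.332 for fibroblasts and pericytes and from 0.0167 to 0.998 for the thick ascending limb and distal tubule. Of these 6 fits, the direction turned in 3 for T cells, in 2 for fibroblasts and pericytes and in 1 for the collecting duct. It turned in 0 for the thick ascending limb and distal tubule.

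Depth limits genes near the floor, such as Gm6344, to a lower bound. For most other results the spread between libraries limits the calls, since in simulated data edgeR called 195 of 200 changed genes at a dispersion of 0.05 and 30 at the dispersion of these libraries, with the same number of mice.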

Differences from the paper's values

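The paper's number of upregulated genes is 2659, and edgeR's quasi-likelihood test gave 387 genes higher at an unadjusted p under 0.05 and a fold change of at least 1.5. The paper's number of downregulated genes is 2617, and the same test gave 684 genes lower. None of the alternatives set before the data were examined closed either gap. Among them the count of genes higher was at most 1243, without the library labelled VHL-KO replicate 4, and the count of genes lower was at most 1123, with DESeq2's Wald test. With voom and sample quality weights, chosen after seeing the values, 2124 genes were higher, which lies within 1.5 times the paper's number, while the 1527 genes lower did not. On the fold change alone, with no p-value, also chosen after seeing the values, 2725 genes were higher and 3680 lower, and both lie within 1.5 times the paper's numbers.

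The heatmap in Fig. 4A clusters the sequenced libraries by genotype on the genes the paper called. Here the highest rank correlation of the library labelled VHL-KO replicate 4 with any other library was 0.765, and all other pairs reached at least 0.937.

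The paper presents the TGF-β/Smad and PI3K–Akt pathways as upregulated in its pathway analysis and shows both with positive enrichment in Fig. 4C. Here the Reactome TGF-beta receptor complex set had a normalized enrichment score of 0.86 with an adjusted p of 0.900, and the PI3K AKT activation set had 1.11 with an adjusted p of 0.529. Neither passed an adjusted p of 0.05 in gene set enrichment under any setting that was run. Among related sets looked up after seeing the values, for which the alternatives were not run, Signaling by BMP passed as higher (score 2.10, adjusted p = 0.00433). The set for TGF-beta receptor signaling that activates SMADs (0.68, adjusted p = 0.986) and that for the transcriptional activity of the SMAD2, SMAD3 and SMAD4 heterotrimer (1.09, adjusted p = 0.570) did not. Apoptosis and adherens junction are shown as upregulated in Fig. 4B, and the matching Reactome sets had adjusted p-values of 0.909 and 0.251 and passed under no setting that was run. Of the related sets, Apoptotic execution phase passed as higher (1.70, adjusted p = 0.0356) and Regulation of Apoptosis as lower (-2.30, adjusted p = 0.00314). For fatty acid metabolism and fatty acid degradation, shown there as downregulated, the Reactome sets were lower with adjusted p-values of 0.120 and 0.117. They passed with the replicate block, at 0.0324 and 0.0336, without the library labelled VHL-KO replicate 4, at 0.00830 and 0.0252, and without the library labelled VHL-KO; Setd2-KO replicate 3, at 0.0212 and 0.0161. The degradation set also passed without the library labelled VHL-KO replicate 2, at 0.0188. Over these alternatives their adjusted p-values ranged from 0.00830 to 0.520 and from 0.0161 to 0.414. Glycerolipid metabolism, also shown as downregulated, was matched by Triglyceride Biosynthesis, which had an adjusted p of 0.555 and passed under no setting that was run. Among related sets looked up after seeing the values, Metabolism of lipids and lipoproteins (score -1.94, adjusted p = 0.00343), Peroxisomal lipid metabolism (-2.32, adjusted p = 0.00314) and Fatty acids (-1.84, adjusted p = 0.0268) passed as lower, and Phospholipid metabolism (-0.80, adjusted p = 0.983) did not. The alternatives were not run for these sets.

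By RT-qPCR, the paper reports Smad7 as lower in PTECs of VHL-KO; Setd2-KO mice. In the RNA-seq libraries the log2 fold change of Smad7 was 0.53 (adjusted p = 0.660, edgeR) and remained above 0 under every alternative, from 0.37 to 0.76 with each library left out. The paper also reports Setd2 mRNA as lower in these mice. Here the log2 fold change of Setd2 was 0.52 (adjusted p = 0.787, edgeR) and above 0 under every alternative. These counts cover the whole gene, so a loss of its floxed part alone could be missed. Fig. 4D shows Smad3 as higher by RT-qPCR, and here its log2 fold change was -0.23 (adjusted p = 0.829, edgeR). It was above 0 without the library labelled VHL-KO replicate 4, at 0.0084 with edgeR and 0.00088 with DESeq2, and with sample quality weights, at 0.044, the last 2 of these chosen after seeing the data. The paper reports Cxcl1 and Ccl2 as higher by RT-qPCR, and here their log2 fold changes were -0.088 and -0.23. It reports alpha-smooth muscle actin and COL1A1 as higher at a later age, and here the log2 fold changes of Acta2 and Col1a1 were -1.19 and -2.70. Without the library labelled VHL-KO replicate 4, edgeR gave 1.68 for Acta2 and 0.64 for Col1a1. Fibronectin, reported as higher with them, had a log2 fold change of 0.18 for Fn1, and 1.11 without that library. Acta2 passed as higher with DESeq2 without the library labelled VHL-KO replicate 4, at 1.67 (adjusted p = 0.0436), and Fn1 did with the same setting, at 1.10 (adjusted p = 0.00108), and with sample quality weights, at 1.18 (adjusted p = 0.00593), both chosen after seeing the data.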

Other observations

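The tests of sequencing depth, of GC content, of length and GC together, of windows elsewhere in the genome, of matched marker lists, of the length trend of the fold changes and of the splits were set before their results were seen. Those of transcript length, of RNA from other cells, of a mislabelled sample, of shared reads, of a strain variant, of glomerular cells and of the spread added by 1 library were chosen only after the result was seen.

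The library labelled VHL-KO replicate 4 was far from the other 5, as its rank correlations of at most 0.765 show. Sequencing depth was tested by thinning every library to 11168552 counts, which left its highest correlation at 0.764 while the other pairs stayed at or above 0.936, so depth does not account for it. Its deviation from the median library followed GC content across genes (rho = 0.719, against -0.272 to 0.0614 in the other libraries) and transcript length (rho = -0.399, against -0.100 to 0.305). Removing a smooth trend on length and GC content together raised its highest correlation from 0.755 to 0.891, which is still below the lowest value of the other pairs, 0.938. A GC and length bias may thus explain part of the distance, though not all of it. Of 7 lists of marker genes of cells other than the proximal tubule, 3 lay outside the central 95% of 10000 random lists of matched expression. The collecting duct and the fibroblast and pericyte lists were both at the 100th percentile. The thick ascending limb and distal tubule list was at percentile 98.9. The collecting duct, thick ascending limb and distal tubule are parts of the tubule, so a different mix of tubular cells remains a candidate explanation. RNA from cells outside the tubule remains a candidate through the fibroblast and pericyte list alone. A mislabelled sample could not be told from its correlations. Its mean correlation was 0.741 with the other libraries labelled VHL-KO and 0.734 with those labelled VHL-KO; Setd2-KO, a difference of 0.00709 beside an SD of 0.0265. Its counts of Gm6344 and Rpl29, 522 and 1129, were near those of the other libraries labelled VHL-KO (384 and 261, 709 and 502) and far from those labelled VHL-KO; Setd2-KO (at most 2 and 24), which goes against a swapped genotype label. Gm6344 also passed with this library left out (adjusted p = 0.00182, edgeR, in a range from 0.00182 to 0.437 with each library left out). The low Setd2 count of this library is not particular to Setd2, since Hif1a, Smad2, Smurf2 and Ep300 also had their lowest counts there. GC content, transcript length, a different mix of tubular cells and RNA from cells outside the tubule remain as explanations. The design gives no biological explanation for 1 mouse, and none was tested.

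The spread added by this library may account for the few genes past the adjusted threshold with DESeq2, but leaving it out did not change the counts with edgeR. DESeq2 called 1179 genes at an adjusted p and 1.5-fold with it left out, against 4 to 80 with another library left out, though it is a single library chosen after its values were seen. EdgeR without this library still called 0 genes higher (1243 at an unadjusted p) and 1 lower, as with all 6 libraries. The estimated quality weight of this library was 0.0376, against 0.458 to 3.62 in the others. Log2 fold changes also rose with transcript length across genes (rho = 0.330), and with the library left out this relation was 0.0433, which is consistent with the library as its source. Genes are not independent replicates in these correlations.

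Some genes of the paper passed an adjusted threshold only in settings that leave out or down-weight this library, all chosen after seeing the data. With DESeq2 and the library left out, Fn1 (log2 fold change 1.10, adjusted p = 0.00108), Smad6 (0.92, adjusted p = 0.0294), Setd7 (1.05, adjusted p = 5.77e-05) and Acta2 (1.67, adjusted p = 0.0436) were higher. With sample quality weights, Fn1 (1.18, adjusted p = 0.00593), Smad6 (1.02, adjusted p = 0.00860), Col1a2 (0.75, adjusted p = 0.0442), Tgfb2, Setd7, Axin2, Ccnd2, Epas1 and Kit were higher by limma and Pik3r2 was lower. With all 6 libraries in edgeR, Fn1 had a log2 fold change of 0.18 (adjusted p = 0.917), Acta2 -1.19 (adjusted p = 0.741) and Col1a1 -2.70 (adjusted p = 0.625). Acta2 had 62, 73 and 1115 counts under the VHL-KO label and 200, 536 and 150 under the VHL-KO; Setd2-KO label. Col1a1 had 23, 19 and 480 counts against 20, 97 and 13. The paper reports these fibrosis genes as higher in kidneys of older VHL-KO; Setd2-KO mice.

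Marker lists of cell types differed between the labels by limma's camera, with adjustment over the 8 lists. The proximal tubule list was lower under the VHL-KO; Setd2-KO label, with 11 of its 12 genes lower and a mean log2 fold change of -1.10 (adjusted p = 2.24e-05). The podocyte list was higher in 8 of 8 genes, with a mean log2 fold change of 1.11 (adjusted p = 0.000226), and the endothelial list in 9 of 10, with 0.76 (adjusted p = 0.00633). The macrophage list was lower, with a mean log2 fold change of -0.82 (adjusted p = 0.0161). The mean log2 CPM of the proximal tubule list was between 10.2 and 10.6 in all 3 libraries labelled VHL-KO and between 9.18 and 9.62 in all 3 labelled VHL-KO; Setd2-KO. For the podocyte list the libraries of the labels did not overlap either (at most 7.18 under VHL-KO, at least 7.28 under VHL-KO; Setd2-KO). They did for the endothelial list, where VHL-KO replicate 2 at 7.43 lay above VHL-KO; Setd2-KO replicate 3 at 7.38. They also did for the macrophage list, where VHL-KO replicate 1 at 2.70 lay below VHL-KO; Setd2-KO replicates 2 and 4 at 3.23 and 3.05. Transcript length was tested against 10000 random lists matched on length and expression. The median log2 fold change of the proximal tubule list, -1.27, was at percentile 0 of these, so length does not account for it. RNA from glomerular cells could give the rise of 17 of the 18 podocyte and endothelial genes, but the pattern was first seen in these same genes, so the test cannot decide. A different mix of cells after isolation and a change of expression within tubular cells cannot be told apart here, for these lists or for the Reactome sets. As many lists passed in 2 of the 4 splits that part both same-numbered pairs. These were the real split, with 4 lists, and another grouping, with 7 of the 8 lists. Camera's p-values, which take a fixed correlation between genes, thus do not set the labels apart from other groupings.

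Rpl29 and the pseudogene Gm6344 were nearly absent under the VHL-KO; Setd2-KO label. Rpl29 had 709, 502 and 1129 counts in the libraries labelled VHL-KO and 24, 7 and 17 in those labelled VHL-KO; Setd2-KO, a log2 fold change of -6.14 (adjusted p = 0.128, edgeR). Without a filter on low counts its adjusted p was 0.000588. Its adjusted p ranged from 0.000588 to 0.982 over the alternatives set in advance, and its log2 fold change from -6.44 to -5.36 over all alternatives. Reads shared with the pseudogene were tested by summing Rpl29, Gm6344 and the genes named as Rpl29 pseudogenes, of which 3 of 7 had counts. The sum fell from 98.6 to 1.70 CPM, a log2 ratio of -5.86. Rpl29 and Gm6344 made up 65.0 and 32.1 CPM of the 98.6, so the sum largely restates the fall of these genes. It goes against reads moved between them, and says nothing about reads lost to other genes or left uncounted. In RefSeq's table for GRCm38.p6, Rpl29 lies on chromosome 9 with Setd2, with 85 tested genes between them. Of the 199 tested genes nearest to Setd2, with Rpl29 left out, 29 (14.6%) had an unadjusted p under 0.05, against 1040 of 14409 others (7.22%; one-sided Fisher's exact test, p = 0.00028, which treats neighbouring genes as independent). Of 58 windows of 201 tested genes elsewhere in the genome, 0 had as large a share, the highest being 11.4%. A candidate explanation is a strain variant, a stretch of chromosome carried along with the floxed Setd2 allele from another strain in which Rpl29 differs from the reference. This is a hypothesis from the same data, the paper gives the background of all mice as C57, and an effect of Setd2 loss on this region cannot be told apart from it.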
